# Aortic carboxypeptidase-like protein potentiates β1 integrin signaling in mesenchymal progenitors

**DOI:** 10.26508/lsa.202503600

**Published:** 2026-04-08

**Authors:** Cheyanne L Frosti, Diana Yeritsyan, Matthew D Layne

## Abstract

Fibrosis is a pathological process characterized by persistent fibroblast activation and excessive ECM accumulation. Aortic carboxypeptidase-like protein (ACLP), a secreted ECM protein that binds fibrillar collagen, is up-regulated in fibrotic tissues and promotes fibroblast differentiation through canonical TGFβ receptor signaling. We hypothesized that when presented within the collagen matrix, ACLP would engage integrin-dependent mechanical signaling pathways that contribute to fibrogenic activation. Using 10T1/2 mouse mesenchymal progenitor cells, we identify a previously unrecognized mechanism through which collagen-bound ACLP induces fibrogenic activation via β1 integrin–mediated signaling. Collagen-bound ACLP induced rapid cell spreading, increased β1 integrin activation, and promoted focal adhesion maturation. These adhesion events triggered activation of the GTPases RhoA and Rac1, accompanied by enhanced F-actin assembly and nuclear accumulation of myocardin-related transcription factor A, a key regulator of fibrogenic gene expression. Transcriptomic profiling revealed enrichment of focal adhesion, ECM–receptor interaction, and actin cytoskeletal pathways downstream of collagen-bound ACLP, which was conserved in primary adipose-derived stromal cells. Together, these findings establish collagen-bound ACLP as a matrix-derived cue that links ECM composition to integrin-dependent fibrogenic activation.

## Abstract (precis)

Frosti et al demonstrate that ACLP, an ECM-bound protein, promotes β1 integrin–mediated signaling that enhances focal adhesion maturation, actin remodeling, and MRTFA translocation. These findings reveal how ECM composition influences mesenchymal progenitor cell fate, promoting profibrotic transcriptional programs.

## Introduction

The ECM is a dynamic scaffold that regulates cell behavior during development, tissue repair, and disease progression through biochemical and mechanical cues (Doyle et al, 2022; Moretti et al, 2022; Di et al, 2023; Mierke, 2024). Disruption of ECM homeostasis is a common feature of pathological remodeling across diverse diseases, including fibrosis, cancer, cardiovascular disease, and heritable connective tissue disorders (Dzobo & Dandara, 2023; Yuan et al, 2023; Di Nubila et al, 2024; Salles Rosa Neto et al, 2024). Under these conditions, excessive matrix deposition and altered ECM organization increase tissue stiffness and perturb tissue architecture, often establishing feedback loops that further reinforce ECM remodeling and potentiate disease progression (Dooling et al, 2022; Lloyd & He, 2024).

Fibrosis is a form of pathological ECM remodeling across multiple organs including the lung, liver, kidney, heart, and adipose tissue (Zhao et al, 2022; Sun et al, 2023). It is characterized by excessive accumulation and crosslinking of ECM proteins, leading to tissue stiffening and progressive organ dysfunction (Yang & Plotnikov, 2021; Antar et al, 2023; Mayorca-Guiliani et al, 2025). Activated fibroblasts, or myofibroblasts, drive this process by producing fibrillar collagens such as collagen I (col1) and expressing contractile proteins including α-smooth muscle actin (αSMA) (Tomasek et al, 2002; Wen et al, 2022; Sharip & Kunz, 2025). Fibroblast activation is regulated by both biochemical signals, such as transforming growth factor beta (TGFβ), and mechanical cues derived from the ECM (Hinz, 2009; Piersma et al, 2015; Zhao et al, 2022). These mechanical signals engage integrins and remodel the actin cytoskeleton, activating mechanosensitive transcriptional regulators including myocardin-related transcription factor A (MRTFA) that cooperate with TGFβ signaling to reinforce fibrotic gene expression (Liu et al, 2010; Piersma et al, 2015; Santos & Lagares, 2018; Di et al, 2023; Sharip & Kunz, 2025).

In white adipose tissue (WAT), fibrotic remodeling is increasingly recognized as a pathogenic feature of obesity and metabolic disease, where excessive collagen deposition limits adipose tissue expandability and contributes to insulin resistance and chronic inflammation (Sun et al, 2013; Marcelin et al, 2022). WAT contains a heterogeneous stromal vascular fraction (SVF) composed of mesenchymal progenitor cells, endothelial cells, immune cells, and perivascular populations that collectively regulate adipose tissue remodeling (Tang et al, 2008; Merrick et al, 2019). Among these populations, adipose-derived stromal progenitors retain the capacity to differentiate toward adipogenic lineages that support tissue expansion or toward fibrogenic fibroblast-like states that promote ECM deposition and fibrosis (Hepler et al, 2018). Signals within the adipose ECM are therefore key regulators of stromal progenitor fate decisions, determining whether adipose tissue undergoes healthy expansion through adipogenesis or pathological remodeling characterized by fibrosis.

Aortic carboxypeptidase-like protein (ACLP), encoded by the *AEBP1* gene, is a secreted ECM protein that was originally identified as a vascular smooth muscle differentiation marker (Layne et al, 1998, 2002). ACLP is induced during vascular injury, wound repair, and neointima formation (Layne et al, 2001; Ith et al, 2005; Blackburn et al, 2018; Syx et al, 2019); and is up-regulated in collagen-rich, actively remodeling tissues including embryonic mesenchyme (Ith et al, 2005), fibrotic lung, liver, heart, and adipose tissues (Schissel et al, 2009; Tumelty et al, 2014; Jager et al, 2018; Teratani et al, 2018; Wang et al, 2021; Kattih et al, 2023; Zhang et al, 2023), as well as in the tumor stroma (Sekiguchi et al, 2023; Wang et al, 2025). Several studies have shown that ACLP is a potent profibrotic soluble factor that promotes fibroblast activation through TGFβ receptor I–dependent and TGFβ receptor I–independent mechanisms (Gagnon et al, 2005; Tumelty et al, 2014; Jager et al, 2018; Kattih et al, 2023) and can act as a noncanonical Wnt ligand in hepatic stellate cells (Teratani et al, 2018). In WAT, ACLP is strongly induced in fibrotic WAT depots and promotes stromal progenitor cell activation while suppressing adipogenic differentiation, linking ACLP expression to pathological adipose tissue remodeling (Jager et al, 2018). Together, these findings identify ACLP as an ECM-associated factor capable of regulating stromal progenitor cell behavior in fibrotic tissues.

ACLP binds fibrillar collagen through its discoidin domain and alters collagen fiber mechanics (Blackburn et al, 2018; Vishwanath et al, 2020). Loss-of-function *AEBP1* variants in humans impair collagen organization and ECM integrity causing the connective tissue disorder Ehlers–Danlos syndrome (Blackburn et al, 2018; Angwin et al, 2023). In collagen-rich matrices, ACLP increases fibroblast proliferation and contractility (Schissel et al, 2009), and in vascular adventitial cultures, matrix-associated ACLP promotes MRTFA-dependent fibroblast differentiation (Wang et al, 2021), indicating that collagen-associated ACLP can influence fibroblast phenotype. Despite these observations, the mechanisms by which ACLP initiates intracellular signaling when associated with the collagen matrix remain poorly understood. Prior studies demonstrate that soluble ACLP activates canonical profibrotic pathways, yet it is not known whether collagen-bound ACLP engages distinct mechanical signaling pathways rather than acting solely through mechanisms shared with its soluble form.

Here, we investigated whether collagen-bound ACLP activates early profibrotic mechanical responses and examined how these pathways relate to canonical TGFβRI signaling. Using collagen-coated hydrogels of defined stiffness, we defined the earliest signaling events triggered by collagen-bound ACLP. Our findings demonstrate that ACLP functions as an ECM-derived mechanical signal that activates β1 integrins, enhances cytoskeletal organization, and drives MRTFA nuclear localization, establishing a previously unrecognized pathway by which collagen-bound ACLP promotes fibrogenic activation.

## Results

### Early cell spreading is enhanced by collagen-bound ACLP through TGFβR1-independent mechanisms

To study early cellular responses to ACLP, we generated recombinant ACLP from mammalian cells (Tumelty et al, 2014), verified its purity by SDS–PAGE (Fig S1A), and confirmed identity by immunoblotting using a myc-tag antibody (Fig S1B). Using a previously established cell-free collagen polymerization assay, ACLP increased collagen fibrillogenesis (Fig S1C), consistent with prior reports and validating its functional activity (Blackburn et al, 2018).

**Figure S1.**
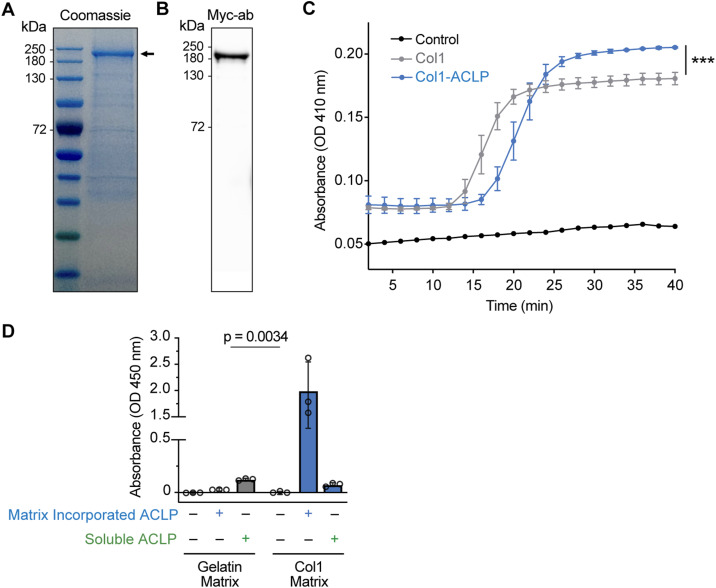
Validation of recombinant aortic carboxypeptidase-like protein (ACLP) and hydrogel system. **(A, B)** Total protein (10 μg) was separated on 4–12% SDS–PAGE gels followed by Coomassie staining of purified recombinant ACLP generated from stably transfected AD293 (B) and Western blot analysis using an anti-Myc antibody. **(C)** Cell-free collagen polymerization assay of type 1 collagen polymerized with ACLP for 45 min. Turbidity was read at 410 nm. **(D)** Incorporation of recombinant myc-tagged ACLP into collagen I–coated hydrogels was confirmed using an ELISA-based detection assay. Absorbance was measured at 450 nm. Gelatin substrate was used as a negative control to assess collagen specificity. Matrix-ACLP refers to ACLP incorporated into the substrate during polymerization, whereas soluble ACLP was added in solution after substrate polymerization. Data represent the mean ± SD from triplicate wells. Statistical significance was assessed using Welch’s *t* test; *P* < 0.05.

Cells that adopt fibroblast-like phenotypes are highly sensitive to substrate mechanics, and on tissue culture plastic, they rapidly adopt a persistently activated, myofibroblast-like phenotype through mechanosensitive pathways (Discher et al, 2005; Sen et al, 2009). To control substrate stiffness while isolating ECM-specific effects, we cultured cells on 12 kPa polyacrylamide hydrogels coated with type I collagen polymerized in the presence or absence of ACLP, a copolymerization approach that presents ACLP in a matrix-associated state and reflects its physiological localization within remodeling ECM, where ACLP colocalizes with fibrillar collagen (Ith et al, 2005; Tumelty et al, 2014; Vishwanath et al, 2020). Collagen-associated retention of ACLP after copolymerization was assessed by an ELISA-based assay (Fig S1D). Although this approach does not directly demonstrate physical incorporation, ACLP was retained only when present during collagen polymerization and not when added in soluble form after gel formation. Furthermore, ACLP was not retained on gelatin (denatured collagen) substrates, indicating collagen-specific matrix association. These findings are consistent with prior studies from our laboratory demonstrating ACLP incorporation into engineered collagen fibers (Vishwanath et al, 2020) and detection of ACLP within the ECM fraction of cell-excreted collagen matrices (Schissel et al, 2009). The following experiments were performed using 10T1/2 cells, a well-established mouse mesenchymal progenitor cell line that exhibits fibroblast-like morphology, ECM production, and robust responsiveness to profibrotic signaling, making it a useful in vitro model for studying fibrogenic activation pathways (Pinney & Emerson, 1989; Putra et al, 2023).

One of the earliest morphological changes associated with fibrogenic activation is cell spreading, a sensitive readout of cytoskeletal engagement and mechanotransduction (Yeung et al, 2005; Chan & Odde, 2008). To determine whether collagen-bound ACLP initiates this response, we quantified cell spreading in 10T1/2 mesenchymal progenitors. Cells were serum-starved in suspension and seeded onto hydrogels coated with collagen alone (col1) or collagen copolymerized with ACLP (col1-ACLP) (Fig 1A). Across a 30- to 90-min time course, col1-ACLP significantly increased cell area relative to col1 controls (Fig 1B), and this difference persisted at 48 h (Fig S2A). In contrast, soluble ACLP failed to increase cell spreading at 90 min, indicating that matrix association is required for this response (Fig 1C). The number of adherent cells also did not change, indicating that ACLP enhances cell spreading rather than initial adhesion (Fig S2B).

**Figure 1.**
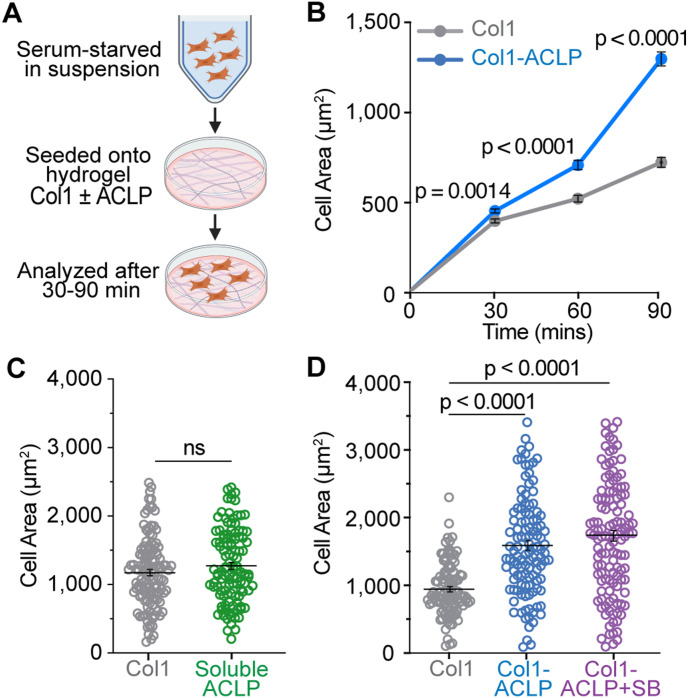
Collagen-bound aortic carboxypeptidase-like protein (ACLP) induces early cell spreading through TGFβR1-independent mechanisms. **(A)** Schematic of the cell stimulation by the ECM assay. 10T1/2 mesenchymal progenitors were serum-starved in suspension for 1 h, then seeded onto 12 kPa polyacrylamide hydrogels coated with type I collagen polymerized ± 30 nM recombinant ACLP. **(B)** Cells were fixed at 30, 60, and 90 min and stained with phalloidin (Alexa Fluor 555) to visualize F-actin. Phalloidin staining was segmented in CellProfiler using minimum cross-entropy thresholding (diameter 100–100,000 px), and cell area was measured from the resulting single-cell objects. **(C)** Cell spreading at 90 min on col1 hydrogels treated with 30 nM soluble ACLP. **(D)** Cell spreading at 90 min ± 5 μM SB431542 (TGFβR/ALK5 inhibitor). Data represent the mean ± SD from three independent experiments (n = 3). At least 30 cells per condition per replicate were analyzed (≥100 cells total). Statistical comparisons used Welch’s *t* tests; *P* < 0.05.

**Figure S2.**
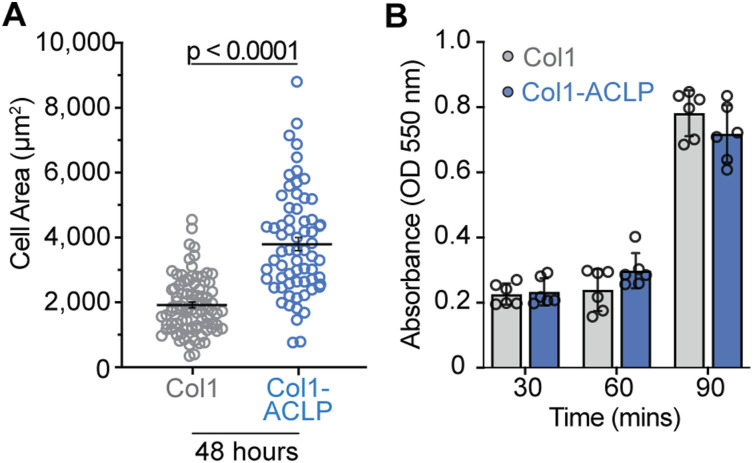
Collagen-bound aortic carboxypeptidase-like protein sustained increased cell spreading, independent of cell adhesion. **(A)** 10T1/2 mesenchymal progenitors were seeded on col1 or col1-ACLP hydrogels for 48 h as described in Fig 1A. Cells were stained with phalloidin (Alexa Fluor 555) to visualize F-actin. Phalloidin staining was segmented in CellProfiler using minimum cross-entropy thresholding (diameter 100–100,000 pixels), and cell area was measured from the resulting single-cell objects. **(B)** Cell adhesion was quantified by the crystal violet assay at the indicated time points; absorbance was measured at 550 nm. Data represent the mean ± SD from three independent experiments (n = 3). At least 30 cells per condition per replicate were analyzed (≥100 cells in total). Statistical comparisons used Welch’s *t* tests; *P* < 0.05.

Previous studies have shown that soluble ACLP activates Smad2/3 phosphorylation through TGFβR1 (Tumelty et al, 2014), and TGFβR1 inhibition attenuates ACLP-induced αSMA expression during adipogenic differentiation (Jager et al, 2018), suggesting canonical TGFβR1 signaling can mediate ACLP’s profibrotic activity. We therefore asked whether the early spreading response to col1-ACLP was dependent on TGFβR1 kinase activity. Cells treated with the TGFβR1/ALK5 inhibitor, SB431542, during seeding (col1-ACLP+SB) exhibited increased cell spreading to the same extent as cells on col1-ACLP matrices alone (Fig 1D). These results demonstrate that the rapid morphological activation driven by collagen-bound ACLP occurs independent of TGFβR1 signaling, identifying ACLP as a matrix-embedded cue that initiates early fibrogenic activation.

### Collagen-bound ACLP enhances β1 integrin activation and focal adhesion maturation

Because integrins transmit ECM-based cues into intracellular signaling, we next asked whether collagen-bound ACLP regulates β1 integrin activation and focal adhesion complexes. β1 integrins are established collagen-binding receptors (Hynes, 2002; Sun et al, 2016), and their transition from an inactive conformation to an active conformation is a critical step in transmitting ECM cues into intracellular adhesion and signaling complexes (Liu et al, 2009; Campbell & Humphries, 2011). Because the signaling events examined here, including integrin conformational activation and focal adhesion clustering, depend on protein localization and conformational state rather than total protein abundance, we employed quantitative, single-cell immunofluorescence approaches to assess pathway activation. Using an antibody that recognizes the active conformation of β1 integrin (9EG7 clone), cells cultured on col1-ACLP exhibited significantly greater activation of β1 integrins compared with col1 controls (Fig 2A).

**Figure 2.**
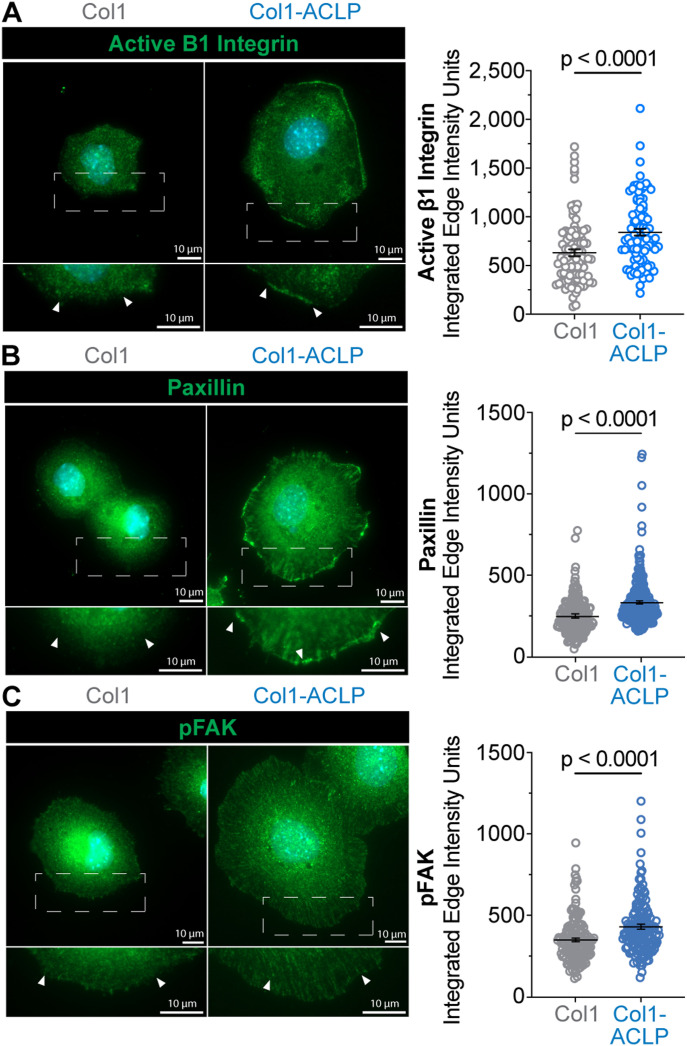
Collagen-bound aortic carboxypeptidase-like protein (ACLP) enhances β1 integrin activation and focal adhesion maturation. 10T1/2 mesenchymal progenitors were seeded on col1 or col1-ACLP hydrogels as described in Fig 1A and fixed after 90 min. **(A, B, C)** Cells were stained for (left) (A) active β1 integrin (HUTS-4), (B) paxillin, or (C) pFAK (Tyr397). Representative images are shown; scale bars, 10 μm. Quantification (right) of integrated fluorescence edge intensity in CellProfiler. Nuclei were segmented (minimum cross-entropy), used to define single-cell boundaries, and signal intensities were measured from the corresponding fluorescence channels. Per-cell values represent integrated edge intensity measurements. Data represent the mean ± SD from three independent experiments (n = 3). At least 30 cells per condition per replicate were analyzed (≥100 cells in total). Statistical comparisons were performed using Welch’s *t* tests; *P* < 0.05.

To assess whether increased β1 integrin activation translated into enhanced adhesion signaling, we next examined two downstream focal adhesion components, paxillin and focal adhesion kinase (FAK). Paxillin, which coordinates the assembly and maturation of nascent adhesions (Zaidel-Bar et al, 2007), and FAK autophosphorylation at Tyr397, an early integrin-driven signaling event, together mark focal adhesion activation and maturation (Zhao et al, 2016). Consistent with increased integrin engagement, paxillin-positive focal adhesions were more abundant on col1-ACLP matrices, showing greater periphery enrichment where new force-bearing focal adhesions typically assemble (Fig 2B). Levels of pFAK were similarly elevated in cells on col1-ACLP relative to col1, supporting enhanced integrin signaling (Fig 2C). Together, these data indicate that collagen-bound ACLP increases β1 integrin activation and promotes focal adhesion assembly and maturation, key steps in initiating integrin-mediated mechanotransduction in mesenchymal progenitor cells undergoing fibrogenic activation.

### Collagen-bound ACLP activates RhoA and Rac1 signaling

Integrin engagement with the ECM activates Rho family GTPases, with RhoA driving stress fiber formation and contractility, Rac1 promoting lamellipodial spreading, and Cdc42 mediating filopodium assembly (Burridge & Wennerberg, 2004; Heasman & Ridley, 2008). These GTPases serve as critical effectors that link ECM cues to cytoskeleton remodeling and cell behavior (Liu et al, 2008; Xu et al, 2009; Hall, 2012). Because collagen-bound ACLP enhanced β1 integrin activation and focal adhesion maturation, we next asked whether ACLP augments downstream activation of Rho family GTPases. Cells were serum-starved in suspension, with a time zero (T0) aliquot collected as baseline, and then seeded on col1, col1-ACLP, or col1-ACLP+SB hydrogels. As expected, cells on col1 displayed increased RhoA and Rac1 activity compared with T0, reflecting integrin–collagen engagement. However, cells on col1-ACLP exhibited significantly higher Rac1 and RhoA activation than col1 controls (Fig 3A and B), whereas Cdc42 activity was reduced across conditions (Fig 3C). These results persisted with inhibition of ALK5 (col1-ACLP+SB) and were consistent with actin cytoskeleton features observed on col1-ACLP, where cells spread but displayed no filopodia-like protrusions. Together, these findings demonstrate that collagen-bound ACLP enhances activation of RhoA and Rac1, supporting a role for ACLP in amplifying integrin-mediated signaling.

**Figure 3.**
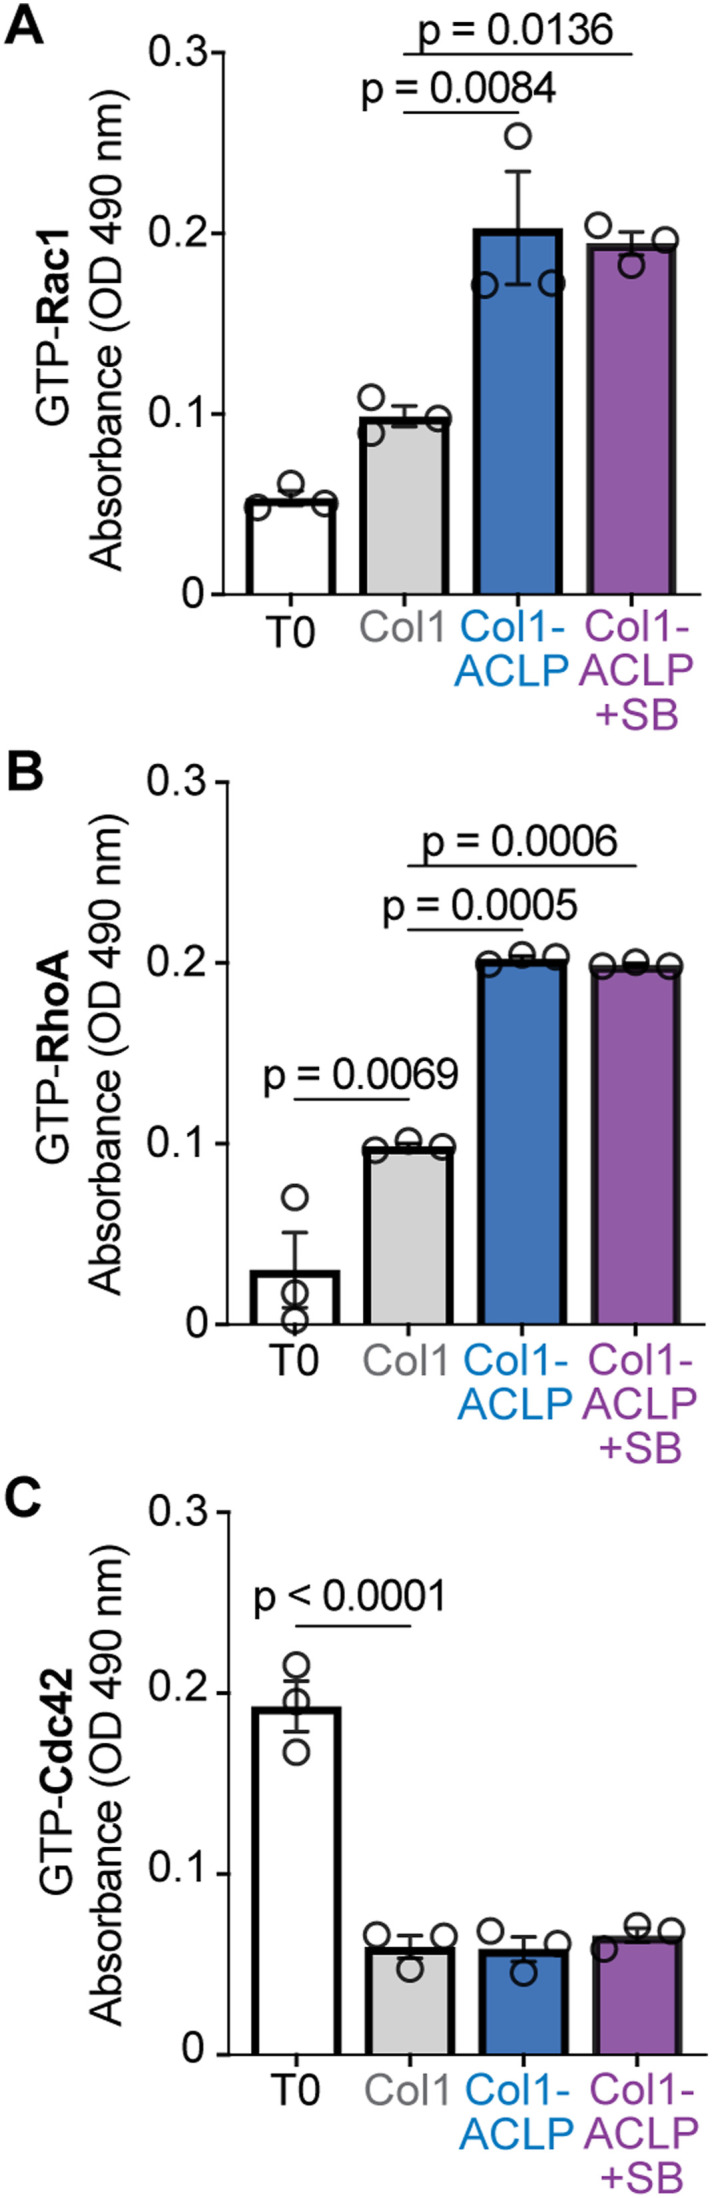
Collagen-bound aortic carboxypeptidase-like protein (ACLP) enhanced RhoA and Rac1 GTPase activity. 10T1/2 mesenchymal progenitors were seeded on col1, col1-ACLP, or col1-ACLP+SB hydrogels for 30 min as described in Fig 1A. **(A, B, C)** Activation of (A) Rac1, (B) RhoA, and (C) Cdc42 was measured using G-LISA activation assays (Cytoskeleton, Inc.). Absorbance was measured at 490 nm. Data represent the mean ± SD from three independent experiments (3 × 10^5^ cells per n; n = 3). Statistical comparisons were performed using Welch’s *t* tests or one-way ANOVA, as appropriate; *P* < 0.05.

### Collagen-bound ACLP promotes F-actin assembly and enhances MRTFA nuclear translocation

Integrin engagement reorganizes the actin cytoskeletal network through Rho family GTPases, driving stress fiber formation and increasing cell spreading (Lawson & Burridge, 2014). Stress fiber assembly is a defining feature of fibrogenic activation and is closely linked to mesenchymal progenitor differentiation into activated fibroblasts (Hinz, 2010). Because our earlier results showed ACLP enhanced spreading and RhoA/Rac1 activity, we next tested whether collagen-bound ACLP would promote actin polymerization. Cells cultured on col1-ACLP displayed significantly greater phalloidin-stained filamentous actin (F-actin) compared with col1 controls, with more prominent stress fibers (Fig 4A). This increase was maintained in the presence of the ALK5 inhibition (col1-ACLP+SB), confirming that ACLP-driven actin assembly occurs independent of TGFβR1 signaling. Consistent with these findings, G/F-actin fractionation assays revealed a higher ratio of polymerized F-actin to globular actin (G-actin) on col1-ACLP (Fig 4B). Although collagen engagement alone induced basal stress fiber formation, incorporation of ACLP into the matrix further enhanced this response, indicating that ACLP strengthens the cytoskeletal architecture associated with early fibrogenic activation.

**Figure 4.**
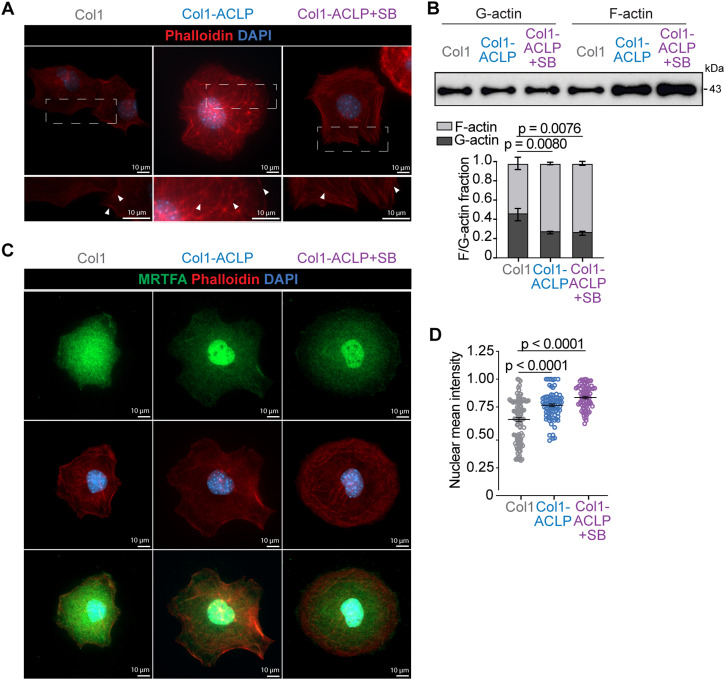
Collagen-bound aortic carboxypeptidase-like protein (ACLP) increases F-actin assembly and MRTFA nuclear accumulation. 10T1/2 mesenchymal progenitors were seeded on col1, col1-ACLP, or col1-ACLP+SB hydrogels and fixed after 90 min. **(A)** Immunofluorescence staining of F-actin with phalloidin (Alexa Fluor 555). Representative images are shown; scale bars, 10 μm. **(B)** (left) Immunoblot of G-actin and F-actin fractions separated using a G/F-actin assay kit (Cytoskeleton, BK037). **(B)** (Right) Quantification of the G-actin/F-actin ratio from three independent experiments (3 × 10^5^ cells per n; n = 3). **(C)** Immunofluorescence staining for MRTFA (Alexa Fluor 488) with phalloidin and DAPI nuclear counterstain. Representative images are shown; scale bars, 10 μm. **(D)** Quantification of MRTFA localization in CellProfiler. Nuclei and phalloidin were segmented (minimum cross-entropy), used to define nuclear and cytoplasmic boundaries, and signal intensities were measured from the corresponding fluorescence channels. Data represent the mean ± SD from three independent experiments. At least 30 cells per condition per replicate were analyzed (≥100 cells in total). Statistical comparisons were performed using Welch’s *t* test or one-way ANOVA as appropriate; *P* < 0.05.

Actin polymerization regulates gene expression through several mechanisms including the release of MRTFA from G-actin, enabling its nuclear translocation and coactivation of SRF-dependent transcription (Small, 2012; Haak et al, 2014). This actin/MRTFA axis is a well-established route by which matrix stiffness and integrin signaling influence profibrotic transcriptional programs (Small, 2012; Shiwen et al, 2015; Fearing et al, 2019; Yang & Plotnikov, 2021). We therefore examined MRTFA localization in cells cultured on col1-ACLP matrices. Immunofluorescence imaging revealed that cells on col1-ACLP exhibited significantly higher nuclear MRTFA intensity compared with col1 controls (Fig 4C and D), and this increase persisted with ALK5 inhibition (col1-ACLP+SB). These results show that cells cultured on collagen-bound ACLP display increased MRTFA nuclear localization, consistent with enhanced actin remodeling under fibrogenic activation.

### Collagen-bound ACLP activates a mechanosensitive, activated fibroblast transcriptional response

Having defined a signaling pathway in which collagen-bound ACLP enhances β1 integrin activation, RhoA/Rac1 signaling, actin assembly, and MRTFA nuclear localization, we next asked whether ACLP elicits a corresponding transcriptional program and whether this response persists with ALK5 inhibition. To capture early transcriptional events, 10T1/2 mesenchymal progenitor cells were cultured for 18 h on col1, col1-ACLP, or col1-ACLP+SB hydrogels. 

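RNA was sequenced from 12 libraries of 10T1/2 cells (C3H10T1/2, an established mouse mesenchymal cell line), with 4 biological replicates each on col1, col1-ACLP and col1-ACLP+SB. The cells were held in suspension for 1 h and then cultured on 12 kPa hydrogels coated with type I collagen at 0.05 mg/ml. ACLP was added to the collagen at 30 nM in col1-ACLP and col1-ACLP+SB, and SB431542, an inhibitor of the ALK5 kinase, was used at 5 µM in col1-ACLP+SB. No group received SB431542 on col1 without ACLP. The authors mapped paired-end reads of poly(A) RNA to GRCm39 with HISAT2 and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the counting tool, its strand setting or its handling of reads that map to several places. The paper states a depth of 20000000 reads per library, and the values here use the deposited counts. Counts per library ranged from 32264826 to 42543707 on col1 (median 37399612), from 29246154 to 36322113 on col1-ACLP (median 31875043.5) and from 29995224 to 52201922 on col1-ACLP+SB (median 32452591.5). Of the 56748 genes in the table, 29792 had a count in any library and 16465 passed edgeR's filterByExpr and were tested. Counts were scaled by the TMM method, with factors from 0.966 to 1.02, and all 12 libraries were fitted together with 1 mean per group. The square root of the common dispersion was 0.153. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 7.49 to 19.7, so all 12 were counted as separate samples. A gene was called higher or lower when the adjusted p-value of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and the log2 fold change was beyond 0.58 in size, the threshold of the paper's methods. Group levels are given as CPM with TMM scaling, as the mean and SD of 4 libraries. The precision given by the counts covers counting error only, since the reads carry no molecular identifiers.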

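Expression of the 16465 tested genes was compared between the 12 libraries as log2 CPM with a prior count of 2. The leading principal components held 19.5%, 12.9% and 11.4% of the variance. On PC2, which parted most libraries by group, the 4 col1-ACLP libraries lay between -24.4 and -15.2 and the 4 col1-ACLP+SB libraries between -2.45 and 0.90. Of the col1 libraries, 3 lay between 35.2 and 37.6 on PC2, and replicate 2 lay at -29.2. On PC1, col1 replicate 2 lay at -86.7 and the other col1 libraries between -11.1 and -8.97. All 8 libraries with ACLP were positive on PC1, from 10.0 to 20.6. Group membership accounted for 24.9% of the total squared distance, more than under any other of the 5775 groupings of the libraries into 3 groups of 4 (exact permutation test, p = 0.000173, the smallest p the design allows). Taken in pairs, the share was 23.7% for col1-ACLP and col1, 18.9% for col1-ACLP+SB and col1, and 16.6% for col1-ACLP+SB and col1-ACLP, with p = 0.0286 in each (exact permutation test over 35 splits, the smallest p that 4 libraries against 4 allow). A random grouping of the same libraries also gives a positive share, so these shares are not sizes of an effect. The share of variance on PC1 moved most with log2(FPKM + 1) in place of log2 CPM, to 26.8%, and fell to 16.2% without col1 replicate 2.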

Bulk RNA sequencing followed by principal component analysis showed separation of the three conditions, indicating distinct transcriptional states (Fig 5A). 

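Between col1-ACLP and col1, 430 genes were higher and 389 lower of the 16465 tested. Over all tested genes, the 4 libraries of 1 group were all above the 4 of the other in 3493 (21.2%), which chance gives in 2.86% of genes. An unadjusted p-value under 0.05 was found for 4661 genes, against 823 that chance alone would give. The median size of the log2 fold change was 0.86 among the 819 genes. With the adjusted p-value alone, 1568 genes were higher and 1385 lower. When the fold change itself was tested against 0.58 (edgeR's glmTreat), 144 genes were higher and 86 lower. DESeq2 on the same counts shared 795 of the 819 genes. With each library left out in turn, between 381 and 443 genes were higher and between 342 and 402 lower.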

Differential expression analysis identified a substantial ACLP-responsive gene set (Table S1), reflecting strong early transcriptional events downstream of ACLP. To validate the findings, we quantified the expression of representative differentially expressed genes (DEGs) between the three conditions and observed consistency with the RNA-seq (Fig S3).

**Figure 5.**
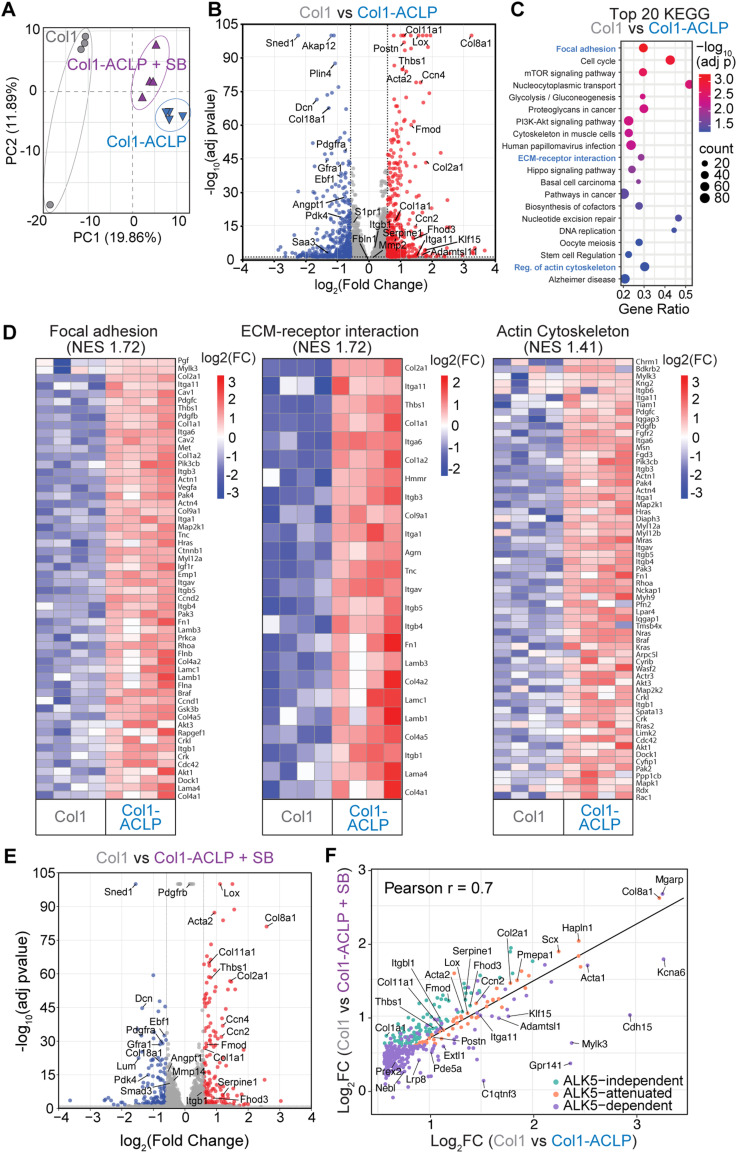
Aortic carboxypeptidase-like protein (ACLP) activates a transcriptional program revealing enriched for focal adhesions, ECM– receptor interactions, and actin cytoskeleton pathways. **(A)** Principal component analysis of bulk RNA-seq data from 10T1/2 mesenchymal progenitors cultured for 18 h on col1, col1-ACLP, or col1-ACLP+SB hydrogels (n = 4 biological replicates per group). **(B)** Volcano plot showing differentially expressed genes (DEGs) between col1 and col1-ACLP. Significantly up-regulated genes (log_2_FC > 0.58, adj *P* < 0.05) are shown in red and significantly down-regulated genes (log_2_FC < −0.58, adj *P* < 0.05) in blue; nonsignificant genes appear in gray. The dashed horizontal line denotes −log_10_ (adj *P* = 0.05). **(C)** KEGG GSEA of genes up-regulated in col1-ACLP relative to col1. Pathways associated with focal adhesion, regulation of actin cytoskeleton, and ECM–receptor interaction were significantly enriched (FDR < 0.05). **(C, D)** Heatmaps of core gene enrichments from selected KEGG pathways shown in (C), displayed as log_2_FC relative to col1. **(E)** Volcano plot comparing col1 and col1-ACLP+SB. **(B)** Significantly up-regulated and down-regulated genes are colored as in (B). **(F)** Correlation analysis of per-gene log_2_FC comparing col1 versus col1-ACLP (x-axis) and col1 versus col1-ACLP+SB (y-axis). Pearson’s correlation coefficient r is shown. Genes are color-coded by ALK5 dependence: ALK5-independent (up-regulated in both conditions; |Δ log_2_FC| < 0.3), ALK5-attenuated (up-regulated in both with reduced magnitude in SB condition; |Δ log_2_FC| ≥ 0.3, adj *P* < 0.05), and ALK5-dependent (significant with col1-ACLP but not with SB).

Table S1. Differentially expressed genes identified by bulk RNA-seq analysis.

**Figure S3.**
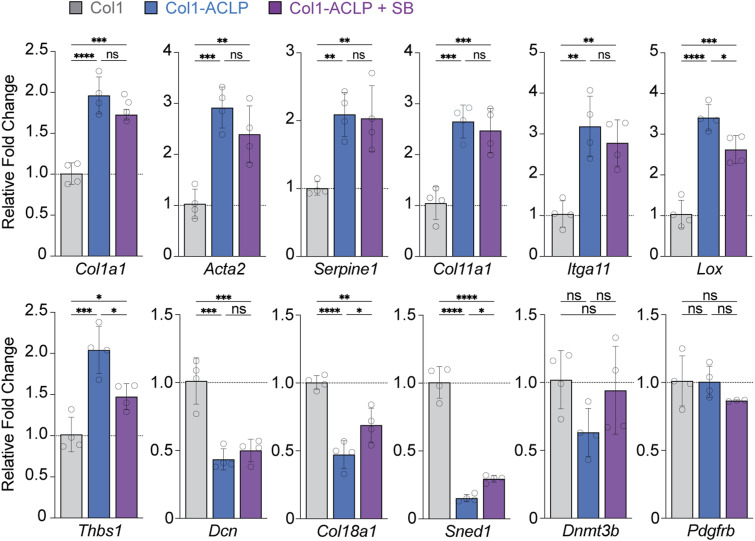
Validation of select DEGs from RNA sequencing. RT–qPCR of select differentially expressed genes. CT values were normalized to *Ppia*. Statistical significance was assessed using Welch’s *t* test or one-way ANOVA, as appropriate; *P* < 0.05 (ns, nonsignificant, **P < 0.01, ***P < 0.001, ****P < 0.0001).

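Levels of Col8a1 (ENSMUSG00000068196), on chromosome 16 from 57444621 to 57575100 of GRCm39, were 5.92 ± 1.08 CPM on col1 and 56.2 ± 4.54 CPM on col1-ACLP, a log2 fold change of 3.25 (standard error 0.109, adjusted p = 7.03e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lox (ENSMUSG00000024529, chromosome 18 from 52649139 to 52662939) had 704 ± 22.2 and 2093 ± 168 CPM, a log2 fold change of 1.57 (standard error 0.0481, adjusted p = 1.17e-17, same edgeR test). For Thbs1 (ENSMUSG00000040152, chromosome 2 from 117942357 to 117957614) the levels were 1022 ± 38.8 and 2117 ± 184 CPM, and the log2 fold change was 1.05 (standard error 0.0539). For Acta2 (ENSMUSG00000035783, chromosome 19 from 34218490 to 34232990) they were 503 ± 29 and 1140 ± 115 CPM, with a log2 fold change of 1.18 (standard error 0.0565). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94827050 to 94843868) rose from 11904 ± 161 to 20962 ± 2484 CPM, with a log2 fold change of 0.82 (standard error 0.0613). The adjusted p-values of Thbs1, Acta2 and Col1a1 in the same edgeR test were 1.90e-13, 5.57e-14 and 1.77e-10. In these 5 genes, every col1-ACLP library was above every col1 library.

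**Figure D1:**
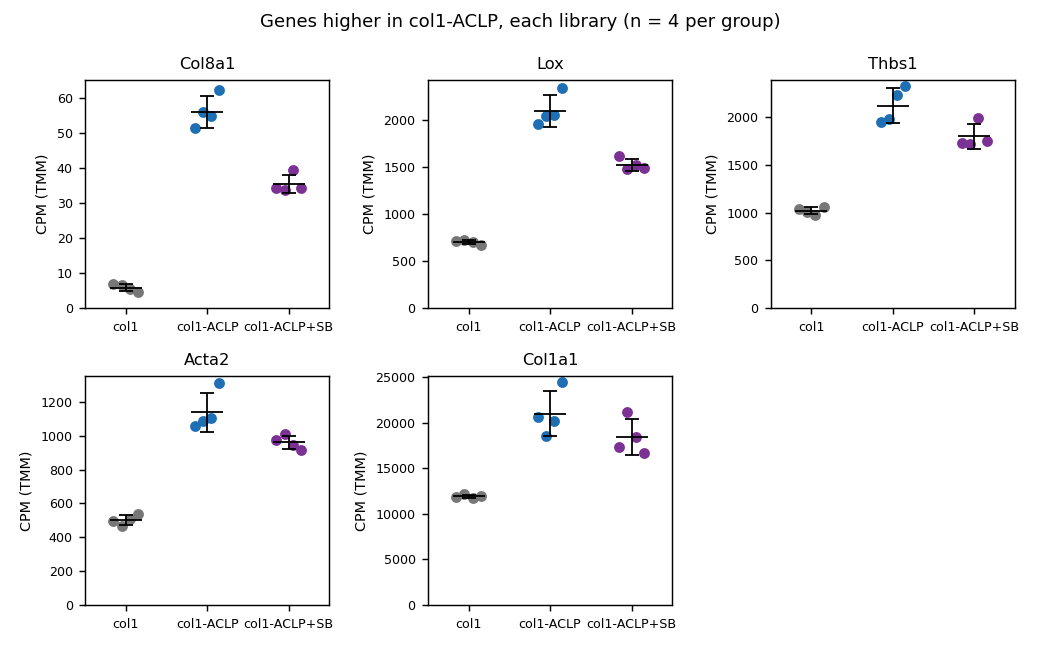
CPM with TMM scaling (vertical axis, from 0) of Col8a1, Lox, Thbs1, Acta2 and Col1a1 in each library by group (horizontal axis). Points are single libraries, and horizontal lines and bars give the mean and SD of 4 libraries. The col1-ACLP points lie above all col1 points in each panel.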

A volcano plot comparing col1-ACLP with col1 revealed induction of profibrotic and matrix remodeling genes such as *Col8a1*, *Lox*, *Thbs1*, *Acta2*, *Serpine1*, and *Col1a1* (Fig 5B). Collagen-bound ACLP also suppressed transcripts associated with stromal progenitor-like or quiescent states, including *Pdgfra*, *Gfra1*, *Ebf1*, *Akap12*, and *Pdk4*, as well as ECM-organizing or anti-fibrotic regulators such as *Dcn*, *Col18a1*, *Angpt1*, and *Sned1*, consistent with a shift toward an activated fibroblast-like phenotype.

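Each of these 9 genes was lower in every col1-ACLP library than in every col1 library. Sned1 (ENSMUSG00000047793, chromosome 1 from 93163563 to 93228787) fell from 1121 ± 47.7 CPM to 237 ± 25.6 CPM, a log2 fold change of -2.24 (standard error 0.0599, adjusted p = 9.42e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gfra1 (ENSMUSG00000025089, chromosome 19 from 58224036 to 58444341) fell from 32.9 ± 4.64 to 10.0 ± 0.999 CPM, a log2 fold change of -1.72 (standard error 0.116). Dcn (ENSMUSG00000019929, chromosome 10 from 97315471 to 97354005) fell from 83.5 ± 10.1 to 26.6 ± 2.00 CPM, a log2 fold change of -1.65 (standard error 0.0880). Col18a1 had a log2 fold change of -1.27 (standard error 0.0702). Slc19a1 lies on the other strand of the same region, and reads of that gene could have been counted for either. Log2 fold changes were -1.21 for Pdk4 (standard error 0.142), -1.19 for Akap12 (standard error 0.0576), -0.78 for Angpt1 (standard error 0.0674), -0.77 for Ebf1 (standard error 0.0548) and -0.76 for Pdgfra (standard error 0.0572). The adjusted p-value was highest for Pdk4, at 4.50e-07 in the same edgeR test. Pdgfra (ENSMUSG00000029231, chromosome 5 from 75312953 to 75358876) was the most abundant of the progenitor genes, at 419.7 ± 23.9 CPM on col1 and 248 ± 14.6 CPM on col1-ACLP.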

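The core enrichment genes that Table S2 lists for each pathway were counted among the tested genes. For focal adhesion, 52 of 56 core genes were higher in col1-ACLP than in col1 at an adjusted p-value under 0.05 over all genes tested with edgeR's quasi-likelihood test, and 56 adjusted over the list alone. Their median log2 fold change was 0.36, and 12 of the 56 passed the threshold of 0.58. For ECM-receptor interaction, all 24 core genes were higher, with a median log2 fold change of 0.39, and 6 passed the threshold. For regulation of actin cytoskeleton, Table S2 counts 63 core genes, of which 58 could be read and 55 were tested. Of these, 40 were higher over all genes tested and 54 adjusted over the list alone, with a median log2 fold change of 0.28, and 7 passed the threshold. None of the core genes was lower. The study picked these genes from the same libraries because of their rank, so the counts are not independent evidence. Lists written before the data were examined, but after Tables S1 to S3 had been read, were tested as well, by camera with a preset correlation of 0.01 and adjustment over 36 tests. Of 69 tested genes for matrix structure and crosslinking, 26 of which are in Table S1, 47 had a higher estimate in col1-ACLP, 39 at an adjusted p-value under 0.05, over all genes and adjusted over the list alone, and 10 were lower by the same edgeR test. The median log2 fold change of this matrix list was 0.29 (camera adjusted p = 9.64e-11; fry 7.14e-06; estimated correlation 0.0963). Its mean log2 CPM was higher in all 4 col1-ACLP libraries than in all 4 col1 libraries (difference 0.32, exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). For 20 integrin subunits the difference was -0.089 (exact permutation test, p = 0.343). At an adjusted p-value under 0.05, 8 genes were higher and 3 lower over all genes, and 8 and 6 adjusted over the list alone. Camera (adjusted p = 0.433) and fry (adjusted p = 0.0211) gave the opposite direction, higher in col1-ACLP, so the direction of this list depends on the test. Across all 36 tests, 27 had an adjusted p-value under 0.05 by camera and 18 when the correlation was estimated.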

Pathway enrichment analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database revealed significant up-regulation of mechanosensitive and ECM-associated pathways, including focal adhesion, regulation of actin cytoskeleton, and ECM–receptor interaction (Fig 5C; Table S2). 

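Among integrin and caveolin genes, the log2 fold change in col1-ACLP against col1 was 1.20 for Cav1 (ENSMUSG00000007655, chromosome 6 from 17306334 to 17341451; standard error 0.0918, adjusted p = 2.31e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.68 for Cav2. It was 0.68 for Itga6 (standard error 0.0691), 0.36 for Itgav (standard error 0.0568) and 0.18 for Itgb1 (standard error 0.0412). The adjusted p-values of Itga6, Itgav and Itgb1 in the same edgeR test were 3.88e-08, 4.07e-05 and 0.00262. Itgb1 (ENSMUSG00000025809, chromosome 8 from 129412135 to 129459681) had 944 ± 27.4 CPM on col1 and 1068 ± 27.7 CPM on col1-ACLP. Itga11 had a log2 fold change of 1.48 at a low level, 0.883 ± 0.483 CPM on col1 and 2.45 ± 0.797 CPM on col1-ACLP (adjusted p = 0.00877, same edgeR test), and without col1-ACLP replicate 1 the adjusted p-value in edgeR was 0.0559. Crk had a log2 fold change of 0.17 and an adjusted p-value of 0.0534 in the same edgeR test, and the adjusted p-value was under 0.05 in 8 of 22 alternatives, DESeq2 among them. Of 12 cytoskeletal genes, 9 were higher at an adjusted p-value under 0.05, with log2 fold changes from 0.16 for Cdc42 to 0.54 for Actn1. With library sizes alone in place of TMM, the adjusted p-value of Cdc42 in edgeR was 0.0756. Rhoa had a log2 fold change of 0.29, Myh9 0.28, Actn4 0.50, Myl12a 0.38, Iqgap1 0.25, Pak3 0.30 and Pak4 0.51. The other 3 had adjusted p-values above 0.05 in the edgeR test, with a log2 fold change of 0.097 for Rac1 (adjusted p = 0.161), 0.15 for Dock1 (adjusted p = 0.115) and 0.16 for Limk2 (adjusted p = 0.189). Dock1 was under 0.05 when only the 2 groups were fitted. Pak4 shares its strand with Samd4b, and Rhoa overlaps Tcta on the other strand, so their counts are less certain. Among matrix genes other than Col1a1 and Lox, the log2 fold change was 0.43 for Tnc (standard error 0.0517), 0.30 for Fn1 (standard error 0.0473), 0.26 for Col4a2 and 0.14 for Col4a1. Col4a1 and Col4a2 overlap on opposite strands at their start sites.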

Enrichment across these pathways was driven by up-regulation of genes involved in cell adhesion and integrin activation (*Itgb1*, *Itga11*, *Itga6*, *Itgav*, *Cav1*, *Cav2*, *Crk*), cytoskeletal organization and contractility (*Actn1*, *Actn4*, *Myl12a*, *Myh9*, *Rhoa*, *Rac1*, *Cdc42*, *Iqgap1*, *Dock1*, *Pak3*, *Pak4*, *Limk2*), and matrix assembly and crosslinking (*Col1a1*, *Col4a1*, *Col4a2*, *Fn1*, *Tnc*, *Lox*) (Fig 5D). Collagen-bound ACLP also increased enrichment of pathways related to proliferation and matrix remodeling, including PI3K-Akt signaling and cell-cycle regulation, reflecting early shifts in mesenchymal progenitor differentiation into activated fibroblasts. 

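Of the core genes that Table S2 lists for PI3K-Akt signaling, 57 of 69 could be read, and all 57 were higher in col1-ACLP than in col1 at an adjusted p-value under 0.05, over all genes tested with edgeR's quasi-likelihood test as well as adjusted over the list alone. Their median log2 fold change was 0.40, and 15 passed the threshold. For cell cycle, 58 of 66 core genes could be read and tested, of which 37 were higher over all genes tested and 53 adjusted over the list alone, with a median log2 fold change of 0.42. These genes, too, were picked by the study from the same libraries. A cell cycle list of 93 tested genes, 22 of them in Table S1, was also compared. The estimate was higher in col1-ACLP for 88 of the 93, with 44 higher and 2 lower at an adjusted p-value under 0.05, and 59 and 2 adjusted over the list alone. Its mean log2 CPM was 0.42 higher in col1-ACLP (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow), with SDs of 0.045 on col1 and 0.074 on col1-ACLP (camera adjusted p = 4.11e-16; estimated correlation 0.00329).

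**Figure D2:**
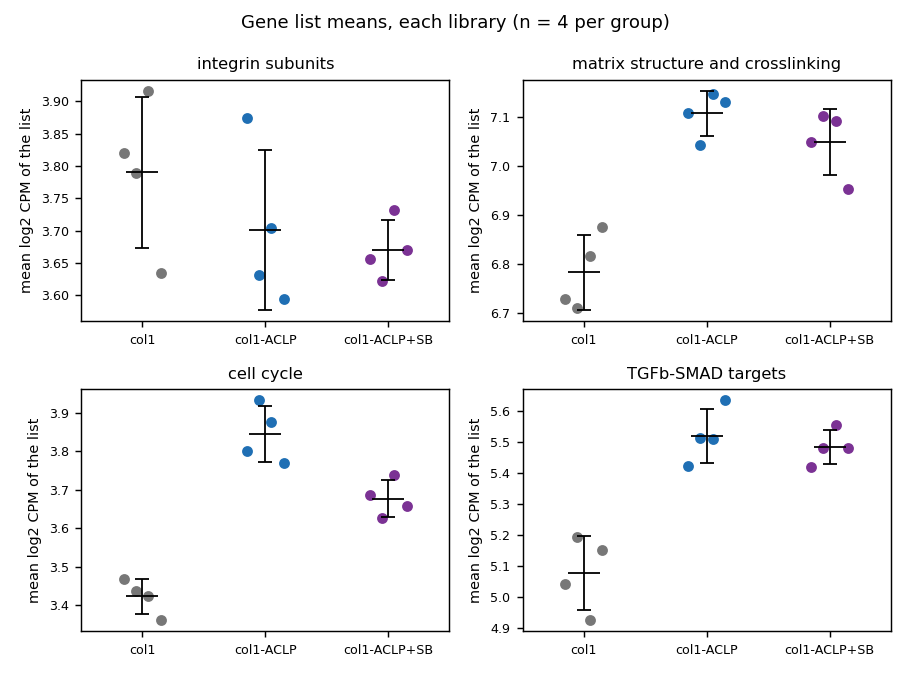
Mean log2 CPM (vertical axes, which do not start at 0) of the lists of integrin subunits, matrix structure and crosslinking, cell cycle and TGFb-SMAD targets in each library by group (horizontal axis). Points are single libraries, and horizontal lines and bars give the mean and SD of 4 libraries. For cell cycle the col1 libraries lie between 3.36 and 3.47, the col1-ACLP libraries between 3.77 and 3.93 and the col1-ACLP+SB libraries between 3.63 and 3.74.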

The pathways up-regulated at the transcript level align with the upstream signaling events, suggesting potential reinforcing or perpetuating mechanisms common in fibrosis, and together, these responses identify collagen-bound ACLP as a potent ECM-derived cue that activates an early mechanosensitive, profibrotic transcriptional program.

Table S2. KEGG gene set enrichment analysis (10T1/2).

### Collagen-bound ACLP activates a predominately TGFβR1-independent transcriptional program linked to integrin-mediated signaling

We next examined the transcriptional response induced by ACLP when ALK5 signaling was inhibited at the time of plating (col1-ACLP+SB), to determine which ACLP-driven gene expression changes persist in the absence of canonical TGFβR1 activity. 

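Between col1-ACLP+SB and col1, 209 genes were higher and 167 lower. The libraries of the 2 groups did not overlap in 2144 of the 16465 tested genes. Of the 430 genes higher in col1-ACLP, 193 were also higher in col1-ACLP+SB, and of the 389 lower genes 133 were also lower. No gene passed the threshold in opposite directions. An unadjusted p-value under 0.05 was found for 3278 genes. With the adjusted p-value alone, 757 genes were higher and 747 lower, and with the fold change tested against 0.58 by glmTreat 54 were higher and 27 lower. In col1-ACLP+SB, Col8a1 had 35.5 ± 2.65 CPM and a log2 fold change of 2.59 against col1 (standard error 0.108, adjusted p = 1.56e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 1.20 for Ccn4 (standard error 0.0831), 1.15 for Ccn2 (standard error 0.108), 1.11 for Lox (standard error 0.0476) and 0.94 for Acta2 (standard error 0.0562). Against col1-ACLP, the level in col1-ACLP+SB was lower for Lox, with a log2 fold change of -0.46 (adjusted p = 5.49e-06, same edgeR test), for Col8a1, at -0.66 (adjusted p = 3.82e-04, same edgeR test), and for Ccn4, at -0.44 (adjusted p = 0.00453, same edgeR test). The same comparison gave -0.25 for Acta2 (adjusted p = 0.0226, same edgeR test) and -0.31 for Ccn2 (adjusted p = 0.149, same edgeR test). Sned1 fell by 1.56 on the log2 scale against col1 (standard error 0.0584). The log2 fold change was -0.56 for Angpt1, -0.39 for Smad3 and -0.35 for Mmp14, each with all 4 libraries below those of col1, a size under the threshold of 0.58. The symbol Dan is a synonym of 2 genes in the annotation: Nbl1, with a log2 fold change of -0.61 (adjusted p = 2.73e-08, same edgeR test), and Parn, with -0.089 (adjusted p = 0.479, same edgeR test).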

The volcano plot comparing col1-ACLP+SB with col1 revealed continued induction of many mechanosensitive and profibrotic targets, including *Lox*, *Acta2*, *Col8a1*, *Ccn2*, *Ccn4*, and *Serpine1*, whereas transcripts such as *Sned1*, *Smad3*, *Dan*, *Angpt1*, and *Mmp14* were reduced (Fig 5E). Several canonical TGFβ-responsive genes, including *Serpine1*, *Hey1*, and *Skil*, remained partially induced, consistent with ACLP-activating integrin- and cytoskeleton-driven pathways that converge on transcriptional outputs often ascribed to TGFβ signaling (Piersma et al, 2015).

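Skil (ENSMUSG00000027660, chromosome 3 from 31149207 to 31176726) had 15.5 ± 1.19 CPM on col1, 31.5 ± 4.83 on col1-ACLP and 27.1 ± 1.94 on col1-ACLP+SB. Its log2 fold change was 1.02 in col1-ACLP and 0.80 in col1-ACLP+SB, and the 2 groups with ACLP differed by -0.22 (adjusted p = 0.364 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hey1 (ENSMUSG00000040289, chromosome 3 from 8728419 to 8732316) was near the detection limit, with 0.295 ± 0.158 CPM on col1, 1.03 ± 0.590 on col1-ACLP and 1.07 ± 0.502 on col1-ACLP+SB. Its log2 fold change was 1.79 in col1-ACLP (adjusted p = 0.0438, same edgeR test) and 1.84 in col1-ACLP+SB (adjusted p = 0.0605, same edgeR test). The call in col1-ACLP was lost under 10 of 22 alternatives, and the adjusted p-value in col1-ACLP+SB was under 0.05 in 4 of 21. For a list of 17 TGFb-SMAD target genes, the mean log2 CPM was 0.44 above col1 in col1-ACLP and 0.41 above it in col1-ACLP+SB (exact permutation test, p = 0.0286 for each, the smallest p that 4 libraries against 4 allow). The 2 groups with ACLP differed by -0.037 on this list (exact permutation test, p = 0.543). In the same contrast 12 of the 17 genes had a lower estimate, with a median log2 fold change of -0.10 (camera adjusted p = 0.0223; fry 0.0472; estimated correlation 0.198).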

To determine how ALK5 inhibition modified ACLP-dependent gene expression, we compared log_2_ fold changes between col1 versus col1-ACLP and col1 versus col1-ACLP+SB and grouped up-regulated genes by the extent to which ALK5 inhibition altered their expression (Fig 5F; Table S3). 

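Across the 430 genes higher in col1-ACLP, Pearson's r between the log2 fold changes of col1-ACLP and of col1-ACLP+SB against col1 was 0.925, Spearman's rho was 0.806 and the slope of the second on the first was 0.84. Across the 819 genes past the threshold in either direction r was 0.940 and the slope 0.68. Across all 16465 tested genes, the setting that moved r most, it was 0.669. These are correlations across genes, which are not independent replicates, and both sets of fold changes share the 4 col1 libraries. The sign of the log2 fold change was the same in col1-ACLP+SB for 429 of the 430 higher genes and for 384 of the 389 lower genes. With each library left out in turn, r across the higher genes stayed between 0.924 and 0.969. With a filter on a mean of at least 10 counts r was 0.845.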

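The 430 genes higher in col1-ACLP were grouped by the rule that Table S3 applies. A gene past the threshold in col1-ACLP+SB as well was called ALK5-independent when its 2 log2 fold changes differed by less than 0.3 and ALK5-attenuated otherwise, and a gene not past the threshold in col1-ACLP+SB was called ALK5-dependent. There were 132 ALK5-independent genes (30.7%), 61 ALK5-attenuated genes (14.2%) and 237 ALK5-dependent genes (55.1%). In Table S3, the paper's numbers among 405 higher genes are 108, 52 and 245. A direct comparison of col1-ACLP+SB with col1-ACLP gave an adjusted p-value under 0.05 in edgeR's quasi-likelihood test for 9 of the ALK5-independent, 28 of the ALK5-attenuated and 49 of the ALK5-dependent genes (20.7%), all lower in col1-ACLP+SB. Of the ALK5-dependent genes, 112 had an adjusted p-value under 0.05 in col1-ACLP+SB against col1, and 122 had 2 log2 fold changes less than 0.3 apart. Their median log2 fold change was 0.73 in col1-ACLP and 0.47 in col1-ACLP+SB. When the category rested on the adjusted p-value alone, as the methods word it, the numbers were 214, 91 and 125, the largest move of any alternative for the ALK5-dependent genes. Without col1-ACLP replicate 4 there were 40 ALK5-attenuated genes, and 22 of the ALK5-dependent genes differed in the direct comparison.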

A large subset of ACLP-induced genes showed minimal change with ALK5 inhibition, indicating ALK5 independence; a second subset remained up-regulated but at a reduced magnitude, reflecting ALK5 attenuation; and a smaller group fell below our log_2_FC cutoff when ALK5 was inhibited, consistent with ALK5 dependency. 

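Of the 193 ALK5-independent and ALK5-attenuated genes, 17 were in the lists for matrix structure and crosslinking or integrin subunits, against 8 of the 237 ALK5-dependent genes (odds ratio 2.76, two-sided Fisher's exact test, p = 0.0217). Without col1-ACLP+SB replicate 2 the odds ratio was 1.69 (Fisher's exact test, p = 0.213). The lists were written after Table S3, which gives categories from the same libraries, had been read. The test also takes genes as independent units, so its p-value is not independent support. By category, the matrix list held 10 ALK5-independent, 7 ALK5-attenuated and 6 ALK5-dependent genes, and the integrin list held 0, 0 and 2. The ALK5-independent matrix genes included Col1a1 and Eln, and also Fbln5, Fmod, Postn and Thbs1, which were lower in the direct comparison of col1-ACLP+SB with col1-ACLP (adjusted p = 0.0116, 0.0335, 0.0035 and 0.0211, edgeR's quasi-likelihood test). Of 28 tested genes in a list for the inflammatory and interferon response, 0 were in any category, since 0 were higher in col1-ACLP at an adjusted p-value under 0.05 and 21 were lower in edgeR's quasi-likelihood test. Of its members, Cxcl1 had a log2 fold change of -0.98, Cxcl5 -1.17 and C3 -0.62 in col1-ACLP against col1. The list was not taken from the paper and does not hold every such gene. It was written after Tables S1 to S3 had been read, and 16 of its genes are in Table S1. The 0 is thus not a test of the paper's statement on inflammatory mediators. Mif, with log2 fold changes of 0.82 in col1-ACLP and 0.79 in col1-ACLP+SB, and Isg20 were ALK5-independent, and Tnfrsf11b, with 1.72 and 1.10, was ALK5-attenuated. All 19 higher genes of the glycolysis and hypoxia list were ALK5-independent.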

Across these categories, ALK5-independent and ALK5-attenuated genes were enriched for ECM assembly, integrin–cytoskeletal remodeling, and inflammatory mediators, closely matching the mechanical signaling pathways identified earlier. In contrast, ALK5-dependent genes were dominated by cell-cycle and mitotic regulators, along with a smaller subset of matrix-modifying factors. Together, these patterns indicate that collagen-bound ACLP engages both ALK5-dependent and ALK5-independent gene programs, with the dominant transcriptional response reflecting integrin–cytoskeletal mechanical signaling.

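The cell cycle list held 18 of the 237 ALK5-dependent genes, against 4 of the 193 others (odds ratio 3.87, two-sided Fisher's exact test, p = 0.0138). This list, too, was written after Table S3 had been read, so the p-value is not independent support. The list does not hold every cell cycle gene. Among genes outside it, Ccna2, Ccnb1 and Plk1 were ALK5-dependent, and Kif4 and Sgo1 were ALK5-independent. Without col1-ACLP+SB replicate 2 the odds ratio was 1.81 (Fisher's exact test, p = 0.267). Of these 18 genes, 1 had an adjusted p-value under 0.05 in the direct comparison of col1-ACLP+SB with col1-ACLP by edgeR's quasi-likelihood test. Over the whole list of 93 genes, the mean log2 CPM in col1-ACLP+SB lay 0.17 below col1-ACLP and 0.25 above col1 (exact permutation test, p = 0.0286 for each). Anln, a member of the list, had a log2 fold change of 0.60 in col1-ACLP and 0.18 in col1-ACLP+SB against col1, and differed between the 2 groups with ACLP by -0.42 (adjusted p = 0.0259, same edgeR test). Mki67 differed by -0.17 (adjusted p = 0.299, same edgeR test). The other lists with the most ALK5-dependent genes were the ATF4 and amino acid response, with 18, and cholesterol biosynthesis, with 11. In the direct comparison of col1-ACLP+SB with col1-ACLP, 10 of those 18 and 3 of those 11 had an adjusted p-value under 0.05. In the matrix list, the same comparison gave an adjusted p-value under 0.05 for 4 of 6 ALK5-dependent, 6 of 7 ALK5-attenuated and 4 of 10 ALK5-independent genes. Of the 4 genes of the cell cycle list in the other categories, 0 had an adjusted p-value under 0.05 in that comparison.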

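In the direct comparison of col1-ACLP+SB with col1-ACLP, 14 genes were higher and 7 lower past the threshold, and 94 and 149 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. DESeq2 gave 26 higher and 16 lower past the threshold. Of the 430 genes higher in col1-ACLP, 86 were lower in col1-ACLP+SB than in col1-ACLP at an adjusted p-value under 0.05 and 0 were higher, and of the 389 lower genes 41 were higher in col1-ACLP+SB. The remaining 116 genes with such a p-value did not pass the threshold in col1-ACLP against col1. An effect of SB431542 in the absence of ACLP was not measured, so these values do not separate it from an effect on the response to ACLP. The paper reads the make-up of the categories as engagement of ALK5-dependent and ALK5-independent gene programs by collagen-bound ACLP. It takes the dominant response to reflect integrin-cytoskeletal mechanical signaling, naming matrix, integrin-cytoskeletal and inflammatory genes in the ALK5-independent and ALK5-attenuated categories.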

Table S3. Comparison of per-gene log_2_FC between col1 versus col1-ACLP and col1 versus col1-ACLP+SB.

### Collagen-bound ACLP promotes mechanosensitive transcriptional programs in primary stromal progenitors

Given prior evidence implicating ACLP in adipose tissue fibrosis and stromal remodeling in vivo (Jager et al, 2018) and the capacity of 10T1/2 mesenchymal progenitors to commit to a fibrogenic or adipogenic lineage, we next assessed whether collagen-bound ACLP elicits similar transcriptional responses in primary adipose-derived stromal progenitors isolated from the stromal vascular fraction (SVF). The SVF contains a heterogeneous population of stromal cells, including mesenchymal progenitors, capable of adopting both fibrogenic and adipogenic lineages. SVF cells isolated from mouse gonadal white adipose tissue (gWAT) were plated on 12 kPa polyacrylamide hydrogels coated with type I collagen alone (col1) or collagen polymerized in the presence of ACLP (col1-ACLP) and cultured for 48 h (Fig 6A).

**Figure 6.**
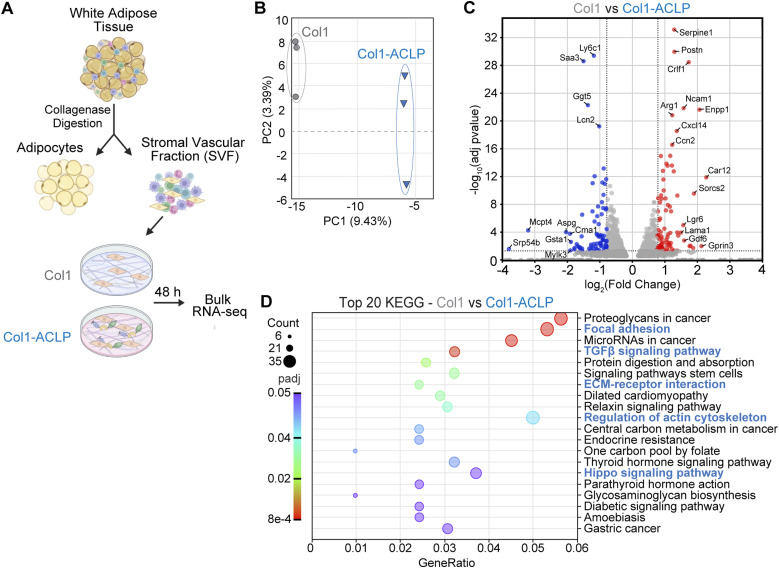
Collagen-bound aortic carboxypeptidase-like protein (ACLP) elicits conserved transcriptional responses in primary stromal progenitors. **(A)** Gonadal white adipose tissue (gWAT) was digested to isolate the stromal vascular fraction (SVF). Cells were plated for 48 h on 12 kPa hydrogels coated with type I collagen polymerized ± 30 nM ACLP. **(B)** Principal component analysis of bulk RNA-seq data (n = 3 biological replicates per condition). **(C)** Volcano plot showing differentially expressed genes (DEGs) between col1 and col1-ACLP. Significantly up-regulated genes (log_2_FC > 0.58, adj *P* < 0.05) are shown in red and significantly down-regulated genes (log_2_FC < −0.58, adj *P* < 0.05) in blue; nonsignificant genes appear in gray. Dashed horizontal line denotes −log_10_ (adj *P* = 0.05). **(D)** KEGG GSEA of genes up-regulated in col1-ACLP relative to col1. Pathways associated with focal adhesion, regulation of actin cytoskeleton, and ECM–receptor interaction were significantly enriched (FDR < 0.05).

Bulk RNA sequencing followed by principal component analysis revealed clear separation between col1-ACLP and col1 conditions, indicating that exposure to collagen-bound ACLP broadly alters the transcriptional state of primary cells (Fig 6B). Notably, several core profibrotic genes identified in 10T1/2 cells, including *Postn*, *Serpine1*, and *Ccn2*, were similarly up-regulated in primary cells, indicating conservation of ACLP-responsive transcriptional programs across model systems (Fig 6C). The transcriptional response to collagen-bound ACLP was next examined to determine whether ACLP preferentially enriched specific gene expression programs. Pathway enrichment analysis demonstrated selective enrichment of ECM- and mechanosensitive transcriptional pathways downstream of col1-ACLP, including focal adhesion, ECM–receptor interaction, and regulation of actin cytoskeleton (Fig 6D). These enrichments were driven by coordinated up-regulation of genes encoding integrins (*Itga5*, *Itga11*, *Itgb1*, *Itgb5*), cytoskeletal regulators (*Actn1, Myl9, Iqgap1, Limk2*), and ECM structural components (*Col1a1*, *Col1a2*, *Fn1*, *Tnc*, *Lama1*), consistent with transcriptional programs associated with matrix engagement and force-responsive adaptation. Together, these results indicate that collagen-bound ACLP elicits conserved transcriptional responses in primary progenitors and preferentially biases stromal gene expression toward programs associated with ECM remodeling and mechanosensitive adaptation.

## Discussion

This study identified collagen-bound ACLP as a profibrotic ECM regulator that signals through an integrin-mediated pathway. When incorporated into collagen, ACLP promoted β1 integrin activation, RhoA/Rac1 signaling, actin polymerization, and MRTFA nuclear translocation, hallmarks of mechanosensitive fibrogenic activation. These responses persisted with ALK5 inhibition, establishing ACLP as a matrix-derived cue capable of sustaining fibrogenic activation independent of canonical TGFβR1 signaling.

### Convergence of integrin-mediated and soluble ACLP signaling pathways

Fibrosis is a maladaptive tissue repair response driven by persistent fibroblast activation and excessive ECM deposition. Although TGFβ is a central driver of this process, biochemical cues arising from ECM composition have an equally central role (Hinz, 2009; Piersma et al, 2015). Prior studies from our group and others have established soluble ACLP as a profibrotic factor, functioning through the TGFβR1 complex to increase Smad2/3 phosphorylation (Tumelty et al, 2014; Jager et al, 2018; Kattih et al, 2023). In addition to canonical Smad2/3 activation, soluble ACLP also engages Smad1/5/9 signaling, consistent with BMP-responsive pathways (Tumelty et al, 2014), and noncanonical Wnt signaling (Teratani et al, 2018), underscoring its ability to participate in multiple profibrotic signaling networks. Our findings extend this model by showing that ACLP, when bound to collagen, activates β1 integrins and the downstream RhoA/MRTFA axis, identifying a novel profibrotic, integrin-mediated signaling pathway. Although this study focused on collagen-bound ACLP, prior work on soluble ACLP suggests that these biochemical and mechanical signaling modes likely converge in vivo. Integrin engagement can facilitate latent TGFβ activation (Wipff et al, 2007), TGFβ can activate RhoA to enhance cytoskeletal tension and influence Smad nuclear dynamics (Moustakas & Heldin, 2005), and MRTFA and Smad proteins coregulate overlapping transcriptional programs (Small, 2012). Such points illustrate how biochemical and mechanical pathways can act in parallel or in compensatory ways within fibrotic microenvironments, positioning ACLP as a dual-mode ECM cue capable of integrating biochemical and mechanical signals that reinforce fibrogenic activation.

### Integration of ACLP structural roles with mechanical signaling

ACLP’s ability to drive integrin-mediated signaling aligns with its known structural and mechanical roles within collagen matrices. The C-terminal discoidin domain binds fibrillar collagen (Blackburn et al, 2018) and modifies collagen fiber organization and mechanical properties (Vishwanath et al, 2020). In collagen-rich environments, ACLP increases fibroblast proliferation, contractility, and matrix remodeling capacities, effects observed in human lung fibroblasts cultured within collagen gels (Schissel et al, 2009) and in vascular adventitial fibroblasts, where ACLP promotes MRTFA-dependent differentiation (Wang et al, 2021). Our findings build on this work by demonstrating that collagen-associated ACLP not only influences fibroblast phenotype but also directly enhances β1 integrin activation and focal adhesion maturation, providing a mechanistic link between ACLP’s matrix incorporation and integrin-mediated signaling. By defining this upstream integrin–RhoA/Rac1–cytoskeleton pathway, our results connect ACLP’s structural presence in collagen to the mechanical signals that position MRTFA for nuclear accumulation and early transcriptional activation. Together, these findings position ACLP as a structural ECM protein capable of modulating both matrix mechanics and integrin-mediated mechanotransduction.

### Presentation state–dependent signaling of ACLP in fibrotic microenvironments

Collagen-bound ACLP promoted rapid cell spreading, whereas soluble ACLP did not increase cell spreading on collagen matrices, indicating that matrix association is required for ACLP to support force-dependent signaling. Similar presentation-dependent regulation has been described for other matricellular proteins. Tenascin-C modulates integrin engagement and mechanotransduction when embedded within fibronectin-rich matrices, yet proteolytically released domains can activate receptor-mediated signaling independent of force transmission (Swindle et al, 2001; Chiquet-Ehrismann & Chiquet, 2003; Iyer et al, 2008). Latent TGFβ provides another well-established example in which ECM deposition restricts ligand activity until integrin-dependent tension or proteolysis enables activation (Munger et al, 1999; Hinz, 2015). In this context, collagen-bound ACLP may be proteolytically processed contributing to spatially restricted and potentially sustained mechanical signaling within fibrotic niches, whereas soluble ACLP may exert broader biochemical effects through receptor-mediated pathways.

The relative contributions of ACLP presentation state to fibrogenic activation remain undefined and may vary across tissues and stages of disease. ACLP is a secreted protein that is detectable in circulation (Addona et al, 2011; Tao et al, 2021; Kattih et al, 2023) and also colocalizes within collagen-rich stromal–vascular niches (Jager et al, 2018). In the present study, we leveraged soluble versus collagen-bound presentation of ACLP as an experimental framework to isolate matrix-associated effects from canonical TGFβR1-driven signaling. Together with prior work demonstrating soluble ACLP signaling through TGFβ-associated pathways (Tumelty et al, 2014) and the matrix-dependent mechanical signaling described here, these findings raise the possibility that ACLP exists as both a matrix-associated pool capable of supporting localized mechanical signaling and a soluble factor that exerts broader biochemical effects in vivo. Importantly, these findings do not imply that biochemical and mechanical signaling modes are mutually exclusive; rather, ACLP likely participates in a continuum of mechanical and cytokine signaling contexts that converge on overlapping transcriptional outputs.

### Broader implications and mechanistic significance

Together, our results define a collagen-bound ACLP pathway in which β1 integrin activation, RhoA/Rac1 signaling, and MRTFA nuclear translocation converge to drive early fibrogenic activation. This pathway operates independent of canonical TGFβR1 signaling and establishes ACLP as an ECM-derived mechanical signal rather than solely a soluble ligand. These findings broaden the mechanistic understanding of how ECM composition regulates stromal cell behavior and highlight ACLP as a structural mediator capable of coupling collagen organization to fibrogenic transcriptional programs. In adipose tissue, where stromal progenitor fate decisions determine the balance between adipogenesis and fibrosis, ECM-associated regulators such as ACLP may play a critical role in directing pathological tissue remodeling. Given the limitations of chronic TGFβ inhibition in clinical settings, targeting matrix-associated regulators such as ACLP may offer alternative strategies to modulate fibrotic tissue remodeling.

## Materials and Methods

### Generation of a recombinant protein

Generation of a recombinant ACLP was previously described (Tumelty et al, 2014). In brief, AD293 cells were stably transfected with plasmids encoding the BM40 signal peptide (Sparc), mouse sequence (26-1128; ACLP), and a C-terminal myc-His tag for detection and purification. These cells were cultured in suspension under serum-free conditions (HyClone SFM4HEK293; Cytiva). The conditioned medium was collected every 2 d for up to 2 wk and clarified (3,000*g*, 15 min). The supernatant was dialyzed against a potassium phosphate buffer (300 mM KCl, 3 mM KH2PO4, 7 mM K2HPO4). Protein was purified using an EconoFit Profinity IMAC (12009300; Bio-Rad) in a BioLogic Duo-Flow chromatography system (Bio-Rad). The eluted protein was concentrated with an Amicon centrifugal filter (UFC9010; Millipore) and dialyzed against PBS containing calcium and magnesium using 100,000 MWCO Float-A-Lyzer G2 Dialysis (G235035; Spectrum). Protein purity was determined by SDS–PAGE followed by SimplyBlue staining (LC6060; Invitrogen) according to the manufacturer’s instructions.

### Cell stimulation by the ECM assay

Easy Coat 12 kPa Matrigen plates (SW6-EC; Matrigen) were coated with 0.05 mg/ml type I collagen (PureCol 5005; Advanced BioMatrix) in PBS (1.6 μg/cm^2^) polymerized in the presence or absence of 30 nM (3.75 μg/ml) recombinant ACLP for 2 h at 37°C, and washed with PBS. C3H/10T1/2 (CCL-226; ATCC) mesenchymal progenitors were maintained in DMEM supplemented with 10% FBS (SH30109; Cytiva) and 1% penicillin, streptomycin, and glutamine (PSG) (10378016; Gibco). Overnight serum-starved cells (1:1 DMEM:F12, 0.5% FBS, 1% PSG) were detached with 0.25% trypsin–EDTA for 4 min at 37°C, neutralized with DMEM, 10% FBS, and 1% PSG, then washed with serum-free DMEM, and collected by centrifugation (300*g*, 5 min) and resuspended. The washed cells were then maintained in suspension at a concentration of 3 × 10^5^/ml with serum-free DMEM for 1 h at 37°C, then seeded onto coated hydrogels in low serum (1:1 DMEM:F12, 0.5% FBS, 1% PSG) at 30,000 cell/cm^2^. Time 0 min corresponds to an aliquot of cells from suspension. At noted time points, stimulation was stopped by washing with cold PBS and either collected for protein analysis or fixed in 4% PFA (SC-281692; ChemCruz). For experiments with SB431542 (1614; R&D), 5 μM was added during cell seeding. For immunofluorescence analysis, 12 kPa polyacrylamide hydrogels (40% acrylamide: 2% bisacrylamide 1:0.45) were prepared and cast on 18-mm glass coverslips as described previously (Wong et al, 2003). After polymerization, the hydrogels were incubated in 2 mg/ml sterile dopamine hydrochloride solution in 50 mM Hepes (pH 8.5) for 15 min to coat the gel surface before being coated with collagen or ACLP as described above.

### ELISA-based gel incorporation assay

Collagen-coated 12 kPa polyacrylamide hydrogels were prepared and cast on 5-mm glass coverslips in the presence or absence of 30 nM (3.75 μg/ml) recombinant ACLP for 2 h at 37°C as described above and placed into a 96-well plate (12565501; Fisherbrand). Wells were washed with PBST, then blocked with PBS containing 4% BSA, washed again, then incubated in anti-Myc antibody (2276S, 1:1,000; Cell Signaling) diluted in PBS, 4% BSA for 1 h at RT. After three washes, the plates were incubated in HRP-conjugated secondary antibodies for 30 min at RT. After three washes, 50 μl TMB substrate was added, covered in tin foil, and incubated for 10 min at RT. 50 μl 1 M HCl was added, and the plate was read at 450 nM in the BioTek Synergy HT plate reader. Gelatin and 30 nM soluble ACLP were used as negative controls.

### Collagen polymerization assay

All reagents, tubes, and 96-well plates were precooled at 4°C to prevent premature collagen polymerization. Type I rat tail collagen (0.6 mg/ml) (354236; Corning) was diluted on ice with PBS containing 20 μg/ml ACLP or corresponding vehicle control. Solutions were mixed gently, dispensed at 100 μl per well into a clear, flat-bottom 96-well plate, and immediately transferred to a prewarmed BioTek Synergy HT plate reader maintained at 37°C to initiate polymerization. Collagen polymerization was monitored by measuring absorbance as an index of light scattering (turbidity) from assembling collagen fibrils. Measurements were taken at 410 nm every 30 s for 45 min using BioTek Gen5 software (v3.11).

### Adhesion assays

A 96-well plate (12565501; Fisherbrand) was coated with 0.05 mg/ml type I collagen (PureCol 5005; Advanced BioMatrix) in PBS (1.6 μg/cm^2^) polymerized in the presence or absence of 30 nM (3.75 μg/ml) recombinant ACLP for 2 h at 37°C. Wells were blocked with 1% BSA in serum-free DMEM for 1 min, washed, and seeded with 30,000 cells per well in 0.25% BSA in serum-free DMEM. Cells were allowed to adhere for 15–90 min at 37°C, then gently washed, and fixed in 1% glutaraldehyde for 5 min. Fixed cells were stained with 0.1% crystal violet for 30 min, extensively rinsed with water, air-dried, and solubilized in 0.2% Triton X-100 in water. Absorbance was read at 550 nm using a BioTek Synergy HT plate reader and BioTek Gen5 software (v3.11).

### Immunofluorescence

Cells were seeded on type I collagen–coated 18-mm coverslips. After 30, 60, 90 min, or 48 h, cells were fixed with 4% PFA (SC-281692; ChemCruz) for 30 min, permeabilized with PBS containing 0.1% Triton X-100 for 5 min, then blocked with PBS containing 5% goat serum, 1% BSA, and 0.1% Triton X-100 for 45 min. The cells were then incubated in primary antibody, diluted in PBS containing 1% goat serum, 1% BSA, and 0.1% Triton X-100, overnight at 4°C, then washed three times in PBS followed by a 1-h incubation in fluorescent secondary antibody at RT. After three washes in PBS, the coverslips were allowed to dry for 5 min, then mounted using ProLong Diamond Antifade with DAPI (P36966; Life Technologies). The following antibodies and stains were used: HUTS4 active β1 integrin (MAB2079Z, 1:100; Sigma-Aldrich), MRTFA (77098S, 1:100; Cell Signaling), pFAK (44-626, 1:100; BioSource), paxillin (05-417, 1:100; Upstate), phalloidin (A12381, 5 μl/200 μl; Invitrogen), goat anti-mouse IgG Alexa Fluor 488 (A-11001, 1:300; Invitrogen), and goat anti-rabbit IgG Alexa Fluor 488 (A-11008, 1:300; Invitrogen). Images were acquired (Axio Observer Z1; Carl Zeiss) using a 63× oil-immersion objective (NA 1.4) equipped with a digital camera (C10600/ORCA-R2; Hamamatsu Photonics).

### Cell image analysis

Images were analyzed in CellProfiler (v4.2.8) using five pipelines. For cell size measurements, phalloidin staining was segmented directly as the primary object using minimum cross-entropy thresholding with a diameter range of 100–100,000 pixels, and cell area was quantified and converted to μm^2^. For paxillin, pFAK, and β1 integrin measurements, nuclei were first segmented using minimum cross-entropy thresholding and used to define single-cell boundaries from the respective fluorescence channels. Signal intensity was quantified on a per-cell basis using integrated intensity edge metrics. Quantification was performed on CellProfiler-defined single-cell objects. For MRTFA localization, nuclei were first segmented using minimum cross-entropy thresholding of the DAPI channel. Whole-cell boundaries were defined from phalloidin staining using minimum cross-entropy thresholding, and cytoplasmic regions were generated by subtracting nuclear masks from the phalloidin-defined cell masks. Mean MRTFA fluorescence intensity was then quantified separately within nuclear and cytoplasmic compartments on a per-cell basis. CellProfiler pipelines used for these analyses are provided in Supplemental Data 1, Supplemental Data 2, Supplemental Data 3, Supplemental Data 4, and Supplemental Data 5.

Supplemental Data 1. CellProfiler pipeline cell size.

Supplemental Data 2. CellProfiler pipeline β1 integrins.

Supplemental Data 3. CellProfiler pipeline paxillin.

Supplemental Data 4. CellProfiler pipeline pFAK.

Supplemental Data 5. CellProfiler pipeline MRTFA.

### Rac1, RhoA, Cdc42 activation assays

GTPase activation was analyzed using G-LISA GTPase Activation Assay (BK135, Cytoskeleton) according to the manufacturer’s instructions. In brief, 1 × 10^6^ cells were cultured for 30 min per-cell stimulation by the ECM assay, then immediately lysed in 50 µl GL35/GL36 lysis buffer, clarified (10,000*g* for 1 min), and snap-frozen in liquid nitrogen. Lysates were added to G-LISA well strips, incubated with antigen-presenting buffer, and primary and secondary antibodies, according to the manufacturer’s protocol. HRP detection reagent was added for 5 min before HRP stop buffer was added for 10 min. Absorbance was read at 490 nm using a BioTek Synergy HT plate reader and BioTek Gen5 software (v3.11).

### G-actin/F-actin assay

G-actin-to-F-actin ratios were analyzed using G-actin/F-actin In Vivo Assay (BK037, Cytoskeleton) according to the manufacturer’s instructions. In brief, 3 × 10^5^ cells were cultured for 90 min per-cell stimulation by the ECM assay, then homogenized in F-actin stabilization buffer before being transferred to a prewarmed (37°C) ultracentrifuge rotor (F50L; FiberLite), and spun at 100,000*g* for 1 h. The G-actin (supernatant) was collected, and the F-actin (pellet) was depolymerized in F-actin depolymerization buffer for 1 h on ice. The samples were diluted in 5× Laemmli sample buffer and subjected to SDS–PAGE and Western blotting for analysis.

### SDS–PAGE and Western blotting

Protein samples were boiled for 5 min at 95°C and run on a 4–12% or 12% Tris-glycine SDS–PAGE gels (XP04120, XP00120; Invitrogen). Samples were then transferred overnight onto 0.22-μm nitrocellulose membranes (10600094; Cytiva). Membranes were blocked with 4% milk in TBST for 45 min at RT and incubated with primary antibody in 4% milk TBST overnight at 4°C. Blots were incubated with HRP-conjugated secondary antibodies in 4% milk TBST for 1 h at RT. Chemiluminescent signal was detected using SuperSignal West Dura Substrate (34076; Thermo Fisher Scientific). Blots were imaged using ChemiDoc Imaging System (Bio-Rad). The following antibodies were used: anti-actin (AAN02-S; Cytoskeleton), anti-Myc antibody (2276S, 1:1,000; Cell Signaling), and mouse IgG HRP secondary (NA931, 1:4,000; Cytiva).

### Primary stromal progenitor isolation

All animal studies were approved by the Boston University Chobanian & Avedisian School of Medicine Institutional Animal Care and Use Committee. 12-wk-old, male and female C57BL/6 mice were euthanized; gonadal WAT depots were dissected under sterile conditions, washed 3× in cold PBS, and mechanically minced. Minced fat was digested in serum-free DMEM supplemented with 1% PSG (10378016; Gibco), 1% BSA (BP9706; Thermo Fisher Scientific), and 1 mg/ml type I collagenase (LS004196; Worthington) for 45 min at 37°C on a nutator. The digestion was neutralized with DMEM supplemented with 10% FBS (SH30109; Cytiva) and 1% PSG. The cell suspension was filtered through a 100-μm cell strainer, then centrifuged at 300*g* for 10 min. The cell pellet was resuspended in DMEM supplemented with 10% FBS and 1% PSG and plated for 48 h on hydrogels described in cell stimulation by the ECM assay.

### Real-time quantitative PCR (RT–qPCR)

Total RNA was isolated from cultured primary stromal cells and 10T1/2 cells using GeneJET RNA Purification Kit (K0731; Thermo Fisher Scientific) according to the manufacturer’s instructions. cDNA was synthesized from 250–500 ng of total RNA using LunaScript RT SuperMix Kit (E3010; NEB), then diluted 1:5 in nuclease-free water. qPCR was performed using Luna Universal qPCR Master Mix (M3003; NEB) with a CFX Opus Real-Time PCR system (Bio-Rad). Relative gene expression (fold change) was calculated using the ΔΔCT method using PPIA gene expression to normalize samples. All primer pairs were obtained from the MGH Primer Bank and are detailed in Table S4.

Table S4. RT–qPCR primers (mouse).

### Bulk RNA sequencing

Total RNA was isolated as described above. Library preparation and bulk RNA sequencing were performed by Novogene using Illumina NovaSeq X Plus Series (PE150) with 150-bp paired-end reads and a 20 million read depth. Clean reads were mapped to the mouse reference genome (GRCm39/mm39) using HISAT2 software (v2.1.0). Differential gene expression analysis was performed on raw counts using the R statistical package DESeq2 (v1.28.1). Genes were considered differentially expressed if they exhibited an adjusted *P*-value < 0.05 (Benjamini–Hochberg FDR correction) and an absolute log_2_FC > 0.58. Functional enrichment analyses were performed in R (v4.5.1) using the clusterProfiler (v4.16.0) package. Gene set enrichment analysis (GSEA) was performed against the KEGG database. Pathways with a false discovery rate (FDR q < 0.1) were considered significantly enriched. Per-gene Pearson correlation analysis was performed in R (v4.5.1) using log_2_FC values obtained from DESeq2 contrasts. Correlation coefficients were calculated using the cor() function (method = “pearson”), and results were visualized in ggplot2 with the y = x diagonal included as a reference. Genes were classified based on the difference in log_2_FC between conditions: independent (|Δlog_2_FC| < 0.3), attenuated (Δlog_2_FC ≥ 0.3 and adjusted *P* < 0.05), or dependent (adjusted *P* ≥ 0.05).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism version 5. Data are presented as the mean ± S.D. Unpaired two-tailed *t* tests with Welch’s correction were used for comparisons between two groups, whereas one-way ANOVA was applied for comparisons among multiple groups. Statistical significance was defined as *P* < 0.05 unless noted.

## Supplementary Material

Reviewer comments

## Data Availability

The RNA-sequencing data that support the findings of this study are publicly available on Sequencing Read Archive (SRA) under BioProject PRJNA1368594 and processed data in the Gene Expression Omnibus (GEO) repository under accession numbers GSE312027 (10T1/2 cells) and GSE324887 (primary stromal cells).

How the deposited data were processed for this re-analysis (not part of the article)

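Bulk RNA sequencing of 10T1/2 cells on col1, col1-ACLP and col1-ACLP+SB hydrogels was analysed, with 4 libraries per group and 12 in all. The libraries were sequenced and mapped as the paper's methods give (paired-end reads, HISAT2 on GRCm39), with poly(A) RNA by the sample records, and the authors deposited raw counts of reads per gene, without normalization or filtering, for 56748 genes with Ensembl identifiers and symbols. All columns of counts in the table were used. The paper does not state how reads on overlapping genes or several places were counted, so genes that share a region with another gene are named as such. Among the symbols, 882 are carried by more than 1 identifier, and genes were followed by identifier. Totals per library ran from 29246154 to 52201922 counts, and counting error is then small beside the difference between replicates, which has a square root of common dispersion of 0.153.

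Counts were tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr (16465 genes kept, 40283 dropped), TMM factors, and glmQLFit and glmQLFTest with group as the only term, followed by Benjamini-Hochberg adjustment over all genes tested. A threshold of 0.05 on the adjusted p-value and 0.58 on the size of the log2 fold change was taken from the paper's methods, which used DESeq2. Named genes were those the paper names or labels in Fig 5, its RT-qPCR panel, the gene of ACLP, the genes with the largest changes in each contrast and the leading members of each list. The pathways of the KEGG database were not used here. In their place, 12 lists (integrin subunits, matrix structure and crosslinking, MRTF/SRF targets, YAP/TEAD targets, TGFb-SMAD targets, cell cycle, ATF4 and amino acid response, cholesterol biosynthesis, glycolysis and hypoxia, inflammatory and interferon response, adipogenic genes, ERK and immediate early genes) were written after Tables S1 to S3 had been read and were tested by camera with a preset correlation of 0.01, with limma 3.58.1, in 3 contrasts, 36 tests in all, and also by fry and by camera with an estimated correlation. List means were compared between groups over all 35 splits of 8 libraries, an exact two-sided permutation test added after the camera results in other splits were seen. Principal components were computed on centred log2 CPM with a prior count of 2. Categories of ALK5 dependence followed Table S3, and membership of lists in categories was compared by Fisher's exact test.

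The procedure was tested on simulated counts of 16465 genes with known changes in 200, of which 16039 passed the filter and were tested. It recovered 164 of 200, 78 of 100 and 87 of 100 changed genes in the 3 contrasts and called 4, 0 and 2 unchanged genes. A bar of 80% in each contrast had been set for the test. The contrast of col1-ACLP+SB with col1 fell short of it at 78 of 100, and the bar was lowered to 70% after that run, with the procedure unchanged. The missed genes all had the right sign and a median level from 2.13 to 2.27 CPM, against 28.8 to 41.0 CPM for recovered genes. The square root of their median dispersion was 0.282 to 0.307, against 0.0768 to 0.0924 for recovered genes. A change in a gene with a low level and a wide spread between replicates can thus be missed. Of 43 simulated genes kept with SB431542, 2 were called ALK5-dependent, and of 47 lost genes 47 were. The changed genes had a median log2 fold change of 0.99 in simulated col1-ACLP against col1. The observed ALK5-dependent genes had a median of 0.73, nearer the threshold of 0.58. The 2 of 43 thus does not give the rate of wrong calls near the threshold. In 33 other simulations without an effect of SB431542, a median of 25.6% of the higher genes were called ALK5-dependent.

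Alternatives changed 1 choice at a time: size factors (edgeR RLE, library size alone), filters (none, a mean of at least 10 counts, protein-coding genes), the fit (pairs of groups, a replicate block), the tool (DESeq2 1.42.0, limma-voom), the threshold (adjusted p-value alone, glmTreat), the category rule, the scale of the principal components, the set test, and each library left out in turn. Offsets for GC content and gene length were added after the data had been seen. The correlation of deviations between libraries with the same replicate number ran from -0.037 to 0.036, so the numbers do not pair the libraries. RT-qPCR and the primary stromal cells of the paper were not analysed here. The result for 1 gene that the paper names is not reported here.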

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

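The tests of explanations below, GC and length offsets among them, were chosen only after the pattern was seen, and those of library scaling and of list means by permutation only after the result was seen. In 495 groups of 4 libraries, the library farthest from the others was set against Dixon's critical value at 1 in 20. It passed in 28 groups, where chance gives about 24.8, so single genes below are no more than chance gives, and no explanation was tested for them. In col1 replicate 1, the log2 CPM was Efemp1 0.10 and Nfatc2 -2.64. For col1 replicate 2 it was Adamtsl1 -1.90. In col1 replicate 4, the log2 CPM was Colgalt2 -3.28, Pak3 6.73 and Pclaf 1.82. For col1-ACLP replicate 1 it was Gm29797 -3.52 and Hey1 -2.06. In col1-ACLP replicate 2, the log2 CPM was Tek 2.89. For col1-ACLP replicate 4 it was Col2a1 11.92 and Gars 7.84. In col1-ACLP+SB replicate 1, the log2 CPM was Gm29797 -1.82, Tmpo 8.63 and Tnfrsf11b 6.11. For col1-ACLP+SB replicate 2 it was Anln 4.77, Cav2 5.39, Extl1 1.29 and Itgav 7.79. In col1-ACLP+SB replicate 3, the log2 CPM was Col8a1 5.30, Pdgfrb 8.83, Postn 9.15 and Thbs1 10.96. For col1-ACLP+SB replicate 4 it was Saa3 2.67. The mean log2 CPM of the cholesterol biosynthesis list was 6.02 in col1-ACLP replicate 4, and that of the glycolysis and hypoxia list was 5.88 in col1-ACLP replicate 3.

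Col1 replicate 2 lay far from the other col1 libraries in 3 measures that describe the same library. It had 18556 genes with a count, against 20931 to 21285 in the others, and lay at -86.7 on PC1 and -29.2 on PC2. In all 12 libraries, thinned to the smallest total, it had 18450 genes with a count and the others 20021 or more, which argues against library size. An exchange of labels with a col1-ACLP library is argued against by its position between the other col1 libraries (0) and the col1-ACLP libraries (1), which was 0.125 against 0.832 to 0.977 for the col1-ACLP libraries. In this library 43 genes lay more than 1 log2 unit above every other library, the most of any library (1 to 35 in the others), and 363 lay that far below. Added RNA from other cells would not lower the number of genes with a count, so the 363 genes argue against it as the cause of the missing genes. Whether the 43 genes came from other cells was not tested and stays open. Fewer distinct molecules in the library remain open: genes expected at 5 to 50 counts had a dispersion index of 18.1 in this library, the highest, but the next library had 14.2, less than 1.5 times apart. The test as written asked for more than 1.5 times and so counted against this explanation. The outcome that it cannot tell was added after the value was seen. Abundant genes did not scatter most in this library. Among genes expected at 20 counts or more it had 125 with 0 counts, against 0 to 46 in the other libraries. This explanation cannot be told apart from a biological difference between replicates, of which the design names none. Without this library 443 genes were higher in col1-ACLP than in col1, against 430 with it, and in col1-ACLP+SB against col1-ACLP 17 were higher and 12 lower, against 14 and 7.

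In col1-ACLP against col1, 5 further lists shifted. The paper names Pdgfra and Ebf1, members of the adipogenic list, as suppressed. The median log2 fold change was 0.74 over 42 genes of the ATF4 and amino acid response, 0.68 over 24 genes of cholesterol biosynthesis, 0.63 over 39 genes of glycolysis and hypoxia, -0.73 over 28 genes of the inflammatory and interferon response and -0.39 over 17 adipogenic genes. The camera adjusted p-values were 2.01e-39, 6.77e-19, 1.61e-17, 1.47e-15 and 2.07e-05, and with an estimated correlation 0.0126, 0.0126, 0.00446, 0.00259 and 0.00565. For all 5 the means of the 4 libraries did not overlap between the 2 groups (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). With offsets for GC content and gene length the camera adjusted p-values were 3.22e-39, 3.53e-18, 9.86e-18, 1.36e-15 and 3.45e-05, and all 5 lists kept their direction with library sizes alone, which argues against GC content, gene length and scaling as the whole cause. Of the genes in these lists, 33, 17, 21, 16 and 9 are in Table S1, which the study drew from these libraries, and the others were tested alone. Table S1 holds the genes past the threshold, so leaving them out works against a shift, and no shift in the others decides nothing. The camera p-value of the members outside Table S1 was 0.0108 for cholesterol biosynthesis (7 genes, 6 in the direction of the list) and 0.000308 for the inflammatory and interferon response (12 genes, 11 in its direction), so those 2 shifts do not rest on listed genes alone. It was 0.0028 for glycolysis and hypoxia, over 18 genes. The mean of these 18 had p = 0.0286 (exact permutation test), as in cholesterol biosynthesis and the inflammatory and interferon response. Their median log2 fold change was only 0.073, with 12 in the direction of the list. For the ATF4 list the camera p-value was 0.000147 over 9 genes, with a permutation p-value of 0.114 for their mean. For the adipogenic genes the camera p-value was 0.336 over 8 genes, with a permutation p-value of 0.0857. For these 3 lists, a choice of members for their change cannot be told apart from a shift of the whole list. For glycolysis and hypoxia and for the adipogenic genes, this reading was set after the values were seen. Glycolysis and hypoxia had both p-values under 0.05, and its reading rests on the small median and mixed direction of the 18 genes. A response of the cells to ACLP is the explanation that the design names. It is a candidate explanation for cholesterol biosynthesis and the inflammatory and interferon response, found and tested on the same data. Culture density and the batch of hydrogels were not analysed here and stay open. Gapdh had 20.1 CPM on col1 against 222 for Pgk1, and reads shared with its pseudogenes were not tested.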

How the results depend on the processing

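Only the alternative with GC and length offsets, and none of the other tests here, was chosen only after the result was seen. Counts of genes past the threshold in the 2 contrasts against col1 kept within 1.5 times under each alternative to the filter, the size factors, the fit and the tool, and under each library left out, and moved with the rule of the threshold. With the adjusted p-value alone, 1568 genes were higher and 1385 lower in col1-ACLP than in col1, and 757 higher and 747 lower in col1-ACLP+SB. With glmTreat against 0.58 the numbers were 144 and 86, and 54 and 27. With library sizes alone, 43.0% of the genes past the threshold in col1-ACLP against col1 were higher, against 52.5% with TMM factors.

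The direct contrast of col1-ACLP+SB with col1-ACLP, with 14 genes higher and 7 lower, depended on the filter, the fit, the tool, the threshold and single libraries, and the cause was not tested. The numbers higher and lower were 26 and 20 with no low count filter, 26 and 16 with DESeq2, 5 and 4 with DESeq2 on pairs of groups, 94 and 149 with the adjusted p-value alone, and 0 and 0 with glmTreat, where 2111 genes had an unadjusted p-value under 0.05 in the test against 0. The number lower was 11 with edgeR on pairs of groups and 12 with GC and length offsets, an alternative chosen after seeing the data, and the number higher was 8 with limma-voom. Of the 21 genes, 20 were shared with DESeq2, 9 with DESeq2 on pairs of groups and 10 with limma-voom. Across the 12 fits that each left out 1 library, from 4 (without col1-ACLP+SB replicate 4) to 17 genes were higher and from 4 (without col1-ACLP replicate 4) to 12 (without col1 replicate 2) were lower. The share that was higher was 66.7%, and it was 78.3% with library sizes alone, 56.5% with no low count filter, 47.6% on pairs of groups and 50.0% with limma-voom.

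With the category rule on the adjusted p-value alone there were 214 ALK5-independent, 91 ALK5-attenuated and 125 ALK5-dependent genes, and 3 of the ALK5-dependent genes differed in the direct test. With a difference of 0.2 there were 105 ALK5-attenuated genes and with 0.4 there were 32. With each library left out, from 40 to 68 genes were ALK5-attenuated and from 22 to 50 ALK5-dependent genes differed in the direct test, lowest without col1-ACLP replicate 4 for both. The odds ratio of cell cycle genes among ALK5-dependent genes ran from 1.81 to 16.7, and that of matrix and integrin genes among the other categories from 1.69 to 3.35, lowest without col1-ACLP+SB replicate 2 for both. The exact p-values of these fits reached 0.276 and 0.213, and 3 and 4 of the 12 fits had a p-value above the threshold. With a replicate block, in which libraries of the same number are paired, the odds ratio of the matrix and integrin genes was 2.32 (Fisher's exact test, p = 0.0605). Pearson's r was 0.845 with a filter on a mean of at least 10 counts and 0.669 over all genes tested, and from 0.924 to 0.969 with each library left out. PC1 held 14.2% and PC2 11.3% of the variance with no low count filter, and PC1 held 23.6% with genes scaled to unit variance and 26.8% with log2(FPKM + 1).

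Of 441 pairs of a named gene and a contrast, 320 kept direction and call under every alternative other than the GC and length offsets, and 22 turned direction under at least 1, each with an adjusted p-value above 0.05 in the turned fit. With library sizes alone the log2 fold change in col1-ACLP+SB against col1-ACLP was 0.012 for Itgb5, 0.023 for Ldha and 0.0020 for Pdgfrb, and with protein-coding genes it was 0.0041 for Ldha. With a replicate block it was 0.74 for Fbln1 in col1-ACLP against col1 and -0.22 for Nfatc2 in col1-ACLP+SB against col1-ACLP. With limma-voom it was 1.28 for Fbln1 in col1-ACLP and 0.48 in col1-ACLP+SB, 0.00073 for Mmp2 in col1-ACLP+SB against col1, and 0.34 for Igll1 in col1-ACLP+SB against col1-ACLP. With GC and length offsets it was -0.016 for Mmp2 in col1-ACLP+SB against col1-ACLP. Genes that turned direction with 1 library left out had these ranges over the 12 fits. In col1-ACLP against col1 the range was Fbln1 from -0.46 to 0.98, Gm44126 from -0.71 to 0.26, Mmp2 from -0.041 to 0.0070 and Parn from -0.076 to 0.0027. In col1-ACLP+SB against col1 the range was C1qtnf3 from -0.17 to 0.60, Galnt15 from -0.37 to 0.16, Mmp2 from -0.038 to 0.034, Fbln1 from -1.52 to 0.19, Gm37310 from -0.088 to 0.17 and Gpr141 from -0.076 to 1.29. In col1-ACLP+SB against col1-ACLP the range was Hey1 from -0.30 to 0.28, Nfatc2 from -0.37 to 0.29, Ldha from -0.028 to 0.023, Fgf10 from -0.34 to 0.93, Igll1 from -1.02 to 0.27, Pfkl from -0.019 to 0.097, Itgb5 from -0.036 to 0.012, Limk2 from -0.083 to 0.045, S1pr1 from -0.12 to 0.039, Mmp2 from -0.024 to 0.048 and Pdk4 from -0.085 to 0.18. The list of glycolysis and hypoxia had adjusted p-values from 0.350 to 0.951 in col1-ACLP+SB against col1-ACLP, and its direction turned in 2 fits, both above 0.05. With 1 library left out, 233 comparisons of named genes were weaker and 54 stronger, and under the other alternatives 49 were weaker and 109 stronger. For the lists these numbers were 7 and 1, and 12 and 2. Low counts limit genes such as Hey1, with 6 to 53 counts per library, and Fbln1, with 0 to 26.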

Differences from the paper's values

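None of the tests in this part was chosen only after the result was seen. Pearson's r between the 2 sets of log2 fold changes was 0.925 across the genes higher in col1-ACLP, and the paper's is about 0.70 in Fig 5F, read by eye. Of the 24 alternatives set before the data were examined, r over all genes tested was close to the paper's value, at 0.669, and none of the other 23 closed the gap. The paper's methods do not name the genes over which r was computed. The deposited counts had medians of 37.4, 31.9 and 32.5 per library on col1, col1-ACLP and col1-ACLP+SB in units of 1e6, and the paper's stated depth is 20 in the same units. Counts of reads are not the same measure as reads sequenced, and no alternative applies to them. All 42 log2 fold changes compared with Table S1, for 23 genes, lay within 1 standard error. Table S1 holds 815 genes, the paper's number, and 718 of the 819 genes here are among them with the same direction.

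The paper lists Rac1, Dock1, Limk2 and Crk among the up-regulated genes behind the pathways. Their log2 fold changes in col1-ACLP against col1 were 0.097, 0.15, 0.16 and 0.17, with adjusted p-values of 0.161, 0.115, 0.189 and 0.0534 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dock1 passed an adjusted p-value of 0.05 when pairs of groups were fitted with edgeR or DESeq2 (2 of 22 alternatives), and Crk in 8 of 22: no low count filter, edgeR or DESeq2 on pairs of groups, DESeq2, limma-voom, and without col1 replicate 3 or col1-ACLP+SB replicate 1 or 2. Rac1 and Limk2 passed it in none of 22. The paper's core genes were picked by rank within a pathway, which asks for no adjusted p-value per gene. The values here therefore do not contradict the enrichment. Adjusted over the readable core genes alone, 56 of 56 for focal adhesion and 54 of 55 for regulation of actin cytoskeleton were higher in col1-ACLP.

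The paper states that Hey1 remained partially induced with SB431542. Its log2 fold change was 1.84 with an adjusted p-value of 0.0605 in edgeR, and it was under 0.05 with no low count filter, with DESeq2, and without col1 replicate 2 or col1-ACLP replicate 1. Angpt1, Smad3 and Mmp14, which the paper names as reduced in col1-ACLP+SB, were lower at adjusted p-values under 0.05 but not beyond 0.58 in size, at -0.56, -0.39 and -0.35. Angpt1 ranged from -0.59 to -0.51 over its alternatives, and was beyond -0.58 with library sizes alone and without col1 replicate 1, col1 replicate 2 or col1-ACLP+SB replicate 3. Fbln1 and Mmp2 are labelled in Fig 5B, and their log2 fold changes were -0.055 and -0.016 in col1-ACLP against col1 (adjusted p = 0.985 and 0.881, edgeR).

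The paper describes a large ALK5-independent subset and a smaller group of ALK5-dependent genes. Here the ALK5-dependent genes were the largest, with 237 of 430 genes, as they are in Table S3, where the paper's number is 245 of 405. Under the rule on the adjusted p-value alone there were 125 ALK5-dependent against 214 ALK5-independent genes, and 91 ALK5-attenuated genes were still fewer. It places inflammatory mediators among the ALK5-independent and ALK5-attenuated genes. Of the 28 tested genes in the inflammatory and interferon list, 0 were in a category, and the list mean fell by 0.81 on the log2 scale in col1-ACLP. The list was not taken from the paper, whose text does not name the genes it counts as inflammatory mediators. Categories hold higher genes only, and 16 genes of the list are in Table S1, which had been read when the list was written. The 0 is thus not a test of the paper's statement. Outside the list, Mif and Isg20 were ALK5-independent and Tnfrsf11b was ALK5-attenuated.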

Other observations

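Of the tests below, those of GC and length offsets, thinning, a pooled mean, a common attenuation and list means by permutation were chosen only after the result they concern was seen. In other splits of the 8 libraries of 2 groups, 1 of 35 splits, the real one, gave as many genes past the threshold in col1-ACLP against col1 (819 genes; highest other 0), 1 of 35 in col1-ACLP+SB against col1 (376; highest other 1) and 1 of 35 in col1-ACLP+SB against col1-ACLP (21; highest other 4). For the ALK5-dependent genes, 1 of 35 splits of the libraries with ACLP gave as many, and the highest other had 157. Lists past an adjusted p-value of 0.05 by camera numbered 10 in col1-ACLP against col1, where 6 of 35 splits gave as many, 9 in col1-ACLP+SB against col1, where 9 of 35 did, and 8 in col1-ACLP+SB against col1-ACLP, where 3 of 35 splits gave as many. The other splits with as many lists exchange 1 library of each group for 1 of the other and so keep part of the real difference. In the 18 splits that exchange 2 of each group, from 0 to 3 lists passed in each contrast against col1 and from 0 to 6 in the contrast of the 2 groups with ACLP.

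Explanations for the difference between col1-ACLP and col1 were tested for all 819 genes. With offsets for GC content and gene length 779 of the 819 genes (95.1%) kept their side of the threshold, and with every library thinned to the smallest total 772 (94.3%) did, which argues against both as the whole cause. The correlation between the 2 sets of fold changes is not due to the shared col1 libraries alone, since the highest r in simulations with col1-ACLP+SB equal to col1 was 0.626, against 0.925. With col1-ACLP+SB equal to col1-ACLP, simulated r across the higher genes had a median of 0.890 (0.850 to 0.915). Over all genes tested, the observed r of 0.669 lay below the simulated values with col1-ACLP+SB equal to col1-ACLP (0.821 to 0.838). It lay above those with col1-ACLP+SB equal to col1 (0.256 to 0.310).

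The ALK5-dependent category can fill by crossing of the threshold without any effect of SB431542. In 33 simulations without an effect it held a median of 160 genes and at most 188, and with a pooled mean of the groups a median of 129 and at most 159, against 237 observed, which argues against crossing as the whole cause. As a share it was 25.6% and 28.0% of the higher genes in the simulations, against 55.1%. Which of the 237 genes crossed by chance cannot be said from these numbers.

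Responses of col1-ACLP+SB were compared with a single share of the effects of ACLP kept with SB431542 (0.68). The glycolysis and hypoxia list kept 109% of its mean effect, above the common share (estimated-correlation p = 0.000512, adjusted fry p = 0.000179). The adipogenic list, which fell, kept 103% (estimated-correlation p = 0.0161, adjusted fry p = 0.0221). The cell cycle list kept 61.6%, and its difference from the common share was within chance (estimated-correlation p = 0.309). A specific loss was thus not shown against this share. The share of 0.68 was fitted over higher and lower genes together, and over the 430 higher genes alone the slope was 0.84. The cell cycle list, in which most genes rose, was not tested against 0.84. Whether it lost more than other higher genes stays open. Without a group with SB431542 on col1, the shares kept are not separated from an effect of the inhibitor itself.

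Results of further lists are given here as differences in mean log2 CPM against col1, in col1-ACLP and in col1-ACLP+SB, with permutation p-values. Of these, the MRTF/SRF list bears on the nuclear MRTFA that the paper imaged at an earlier time than the RNA. In col1-ACLP, 17 of its 32 genes had a higher estimate and 15 a lower one. At an adjusted p-value under 0.05 in edgeR, 12 were higher and 5 lower. MRTF/SRF targets differed by 0.11 (p = 0.0286) and 0.073 (p = 0.286), YAP/TEAD targets by 0.21 and 0.16 (p = 0.0286 for each), and ERK and immediate early genes by -0.62 and -0.41 (p = 0.0286 for each; exact permutation test), where 0.0286 is the smallest p that 4 libraries against 4 allow. For MRTF/SRF targets the camera adjusted p-values were 0.201 and 0.590 (fry 0.0343 and 0.185; estimated correlation 0.520 and 0.765), with a median log2 fold change of 0.054 in col1-ACLP. For YAP/TEAD targets they were 0.0191 and 0.215 (fry 0.0219 and 0.286; estimated correlation 0.372 and 0.621), with 4 genes higher and 4 lower at an adjusted p-value under 0.05 in col1-ACLP+SB. For ERK and immediate early genes they were 2.27e-08 and 1.39e-06 (fry 0.00144 and 0.0187; estimated correlation 0.135 and 0.197). With SB431542, the difference from col1 was 0.58 for the ATF4 and amino acid response, 0.44 for cholesterol biosynthesis, 0.54 for glycolysis and hypoxia, -0.57 for the inflammatory and interferon response and -0.39 for adipogenic genes. Of 12 lists, 11 in col1-ACLP and 10 in col1-ACLP+SB did not overlap with col1, and 4 did not overlap between the 2 groups with ACLP.

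Of the genes measured by RT-qPCR in the paper (Fig S3), which is not analysed here, Dnmt3b had a log2 fold change of -0.43 in col1-ACLP against col1 (adjusted p = 0.0512, edgeR) and 0.60 in col1-ACLP+SB against col1-ACLP (adjusted p = 0.0471, edgeR), the second above 0.05 in 15 of 21 alternatives. Pdgfrb had a log2 fold change of -0.15 and Col11a1 1.11 in col1-ACLP against col1. Aebp1, the gene of ACLP, had a log2 fold change of 0.41 in col1-ACLP against col1 (adjusted p = 6.39e-07, edgeR) and 0.32 in col1-ACLP+SB. Mitochondrial transcripts held from 2.39% to 2.98% of the counts on col1, from 2.00% to 2.21% on col1-ACLP and up to 2.88% on col1-ACLP+SB, whose libraries overlap with those on col1.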
